# Satb2 determines miRNA expression and long-term memory in the adult central nervous system

**DOI:** 10.7554/eLife.17361

**Published:** 2016-11-29

**Authors:** Clemens Jaitner, Chethan Reddy, Andreas Abentung, Nigel Whittle, Dietmar Rieder, Andrea Delekate, Martin Korte, Gaurav Jain, Andre Fischer, Farahnaz Sananbenesi, Isabella Cera, Nicolas Singewald, Georg Dechant, Galina Apostolova

**Keywords:** long-term memory, chromatin, synaptic plasticity, LTP, miRNA, Mouse

## Abstract

*SATB2* is a risk locus for schizophrenia and encodes a DNA-binding protein that regulates higher-order chromatin configuration. In the adult brain Satb2 is almost exclusively expressed in pyramidal neurons of two brain regions important for memory formation, the cerebral cortex and the CA1-hippocampal field. Here we show that Satb2 is required for key hippocampal functions since deletion of Satb2 from the adult mouse forebrain prevents the stabilization of synaptic long-term potentiation and markedly impairs long-term fear and object discrimination memory. At the molecular level, we find that synaptic activity and BDNF up-regulate Satb2, which itself binds to the promoters of coding and non-coding genes. Satb2 controls the hippocampal levels of a large cohort of miRNAs, many of which are implicated in synaptic plasticity and memory formation. Together, our findings demonstrate that Satb2 is critically involved in long-term plasticity processes in the adult forebrain that underlie the consolidation and stabilization of context-linked memory.

**DOI:** http://dx.doi.org/10.7554/eLife.17361.001

## Introduction

Satb2 is a transcriptional regulator that binds to matrix attachment regions in the DNA and recruits chromatin-modifying complexes at the anchorage sites (Baranek et al., 2012; Britanova et al., 2005; Gyorgy et al., 2008; Szemes et al., 2006). Furthermore, similarly to its homologue Satb1 (Wang et al., 2014, 2012), Satb2 modifies higher-order chromatin structure by mediating the formation of intra-chromosomal DNA loops (Zhou et al., 2012).

Recent genome-wide association studies of schizophrenia have identified *SATB2* as a genetic risk locus (Schizophrenia Working Group of the Psychiatric Genomics Consortium, 2014). Moreover, patients with mutations or deletions within the *SATB2* locus, a condition referred to as ‘SATB2-associated syndrome (SAS)’, exhibit severe learning difficulties and profound mental retardation, providing further indication for a potential role of SATB2 in higher brain function (Liedén et al., 2014; Zarate et al., 2015; Zarate and Fish, 2016; Marshall et al., 2008). So far the neuropsychiatric symptoms of SAS have been discussed in the context of the established role of Satb2 during embryonic development of the cerebral cortex. In the embryonic cortex Satb2 is restricted to upper layer neurons where it inhibits the corticospinal motor neuron fate and promotes callosal neuron identity (Alcamo et al., 2008; Britanova et al., 2008; Leone et al., 2015; Srinivasan et al., 2012; Srivatsa et al., 2014). Thus, deficits in cortico-cortical connections could account for the reported neurological defects in SAS patients. However, patients with *SATB2* haploinsufficiency have no apparent corpus callosum abnormalities (Lee et al., 2015; Rosenfeld et al., 2009). In heterozygous Satb2 knockout mice, resembling the genetic condition of SAS patients, the corpus callosum is also intact (Alcamo et al., 2008). This suggests a function of Satb2 in adult brain independent from its developmental role. The function of Satb2 in the adult central nervous system (CNS) is completely unknown since germ-line Satb2-deficient mice die perinatally (Dobreva et al., 2006). In contrast to the layer-specific embryonic expression, adult CNS Satb2 is expressed in pyramidal neurons of all layers of the cerebral cortex and in the hippocampal CA1 area (Huang et al., 2013). As both brain regions are tightly linked to cognition, Satb2 is well-positioned to regulate cognitive processes.

In this study, we investigated the role of Satb2 in the mature mouse brain by selectively deleting *Satb2* from forebrain excitatory neurons after the third postnatal week. Our results demonstrate deficient long-term potentiation (LTP) and long-term memory in Satb2 conditional mutants. At a mechanistic level, we establish Satb2 as a nuclear component of two main pathways implicated not only in cognition but also in schizophrenia pathophysiology, i.e. BDNF signaling and miRNA-mediated post-transcriptional regulation of gene expression.

## Results

### Satb2 is necessary for long-term memory formation and hippocampal late-LTP

Given the highly specific expression pattern of Satb2 in the adult brain (Figure 1A) as well as the severe learning disabilities and mental retardation observed in SAS patients, we hypothesized that Satb2 is critical for learning and memory. To circumvent the perinatal and early postnatal lethality of the existing constitutive and conditional Satb2 mutants (Dobreva et al., 2003; Srinivasan et al., 2012) and to be able to perform behavioral experiments, we generated a novel conditional Satb2 mutant line by crossing mice bearing a floxed allele of *Satb2* (*Satb2*^flox/flox^) with mice that express *Cre* recombinase under the *Camk2a* promoter (Minichiello et al., 1999). The expression of the *Camk2a-Cre* transgene allowed for a forebrain-specific deletion of Satb2 from the third postnatal week on, thus bypassing the confounding effects of early Satb2 inactivation on the formation of cortical neuronal circuits (Alcamo et al., 2008; Britanova et al., 2008; Harb et al., 2016; Leone et al., 2015; Srinivasan et al., 2012; Srivatsa et al., 2014). The absence of Satb2 protein in the cortex and hippocampus of adult but not juvenile *Satb2^flox/flox^::Camk2a-Cre* mice (Satb2 cKO) was confirmed by immunoblotting (Figure 1B) and immunohistochemistry (Figure 1C, Figure 1—figure supplement 1). Satb2 cKO mice were viable, fertile, and reached the same age and body weights as their littermate controls (Figure 1—figure supplement 2A). Gross morphological examination revealed no abnormalities in the brain of Satb2 cKO mutants (Figure 1—figure supplement 2B). Corpus callosum and the cellular layers of the neocortex and hippocampus appeared intact (Figure 1D). Immunoreactivity for the CA1-specific marker Wfs1 (Figure 1E) and the cortical layer markers Cux1, Ctip2, Tbr1 (Figure 1—figure supplement 2C) was undistinguishable from control mice, suggesting normal cortical and hippocampal morphology in Satb2 conditional mutants.

**Figure 1.**
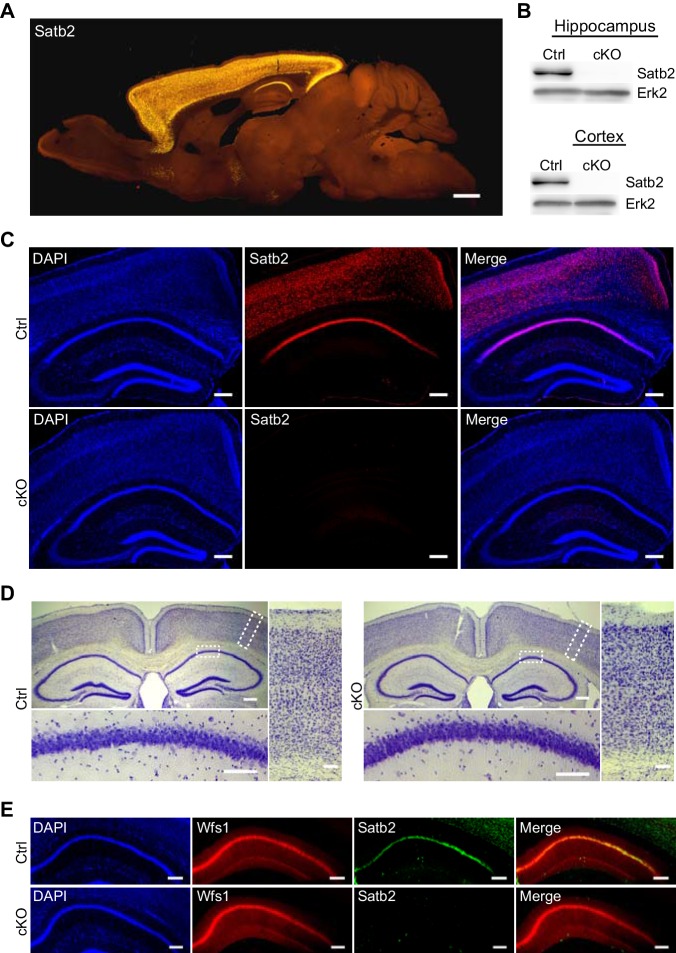
Characterization of Satb2 conditional mutants. (**A**) Satb2 is mainly expressed in the adult forebrain. Immunostaining for Satb2 of sagittal brain sections from adult mice. Scale bar: 1000 μm. (**B**) Immunobloting analysis of the Satb2 protein level in cortical or hippocampal lysates from adult Satb2 cKO mice (cKO) or *Satb2*^flox/flox^ mice (Ctrl). Erk2 was used as loading control. Representative images are shown. (**C**) Satb2 immunostaining of coronal brain sections from 3-month old Satb2 cKO mice or *Satb2*^flox/flox^ littermate controls. Nuclei were counterstained with DAPI. Representative images are shown. Scale bar: 200 μm. (**D**) Nissl-stained coronal brain sections from 3-month old Satb2 cKO mice and littermate controls, demonstrating normal gross brain morphology of Satb2 cKO animals. Scale bar: 200 μm. High magnification views of boxed areas reveal the normal cyto-architecture of the cortex and hippocampus of Satb2 cKO mice. Representative images are shown. Scale bar: 50 μm. (**E**) Immunohistochemical labeling against the CA1 specific marker Wfs1 in hippocampus of Satb2 cKO mice and littermate controls reveals normally developed hippocampal CA1 area in Satb2 mutants. Nuclei were counterstained with DAPI. Representative images are shown. Scale bar: 150 μm. **DOI:** http://dx.doi.org/10.7554/eLife.17361.002

**Figure 1—figure supplement 1.**
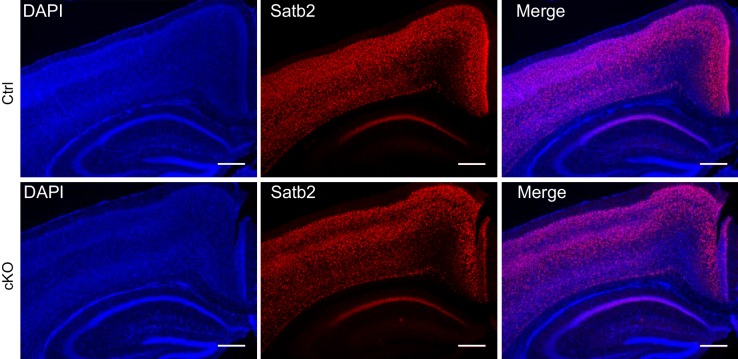
Satb2 is expressed in the cortex and hippocampus of both Satb2 conditional mutants and littermate controls at postnatal day 15. Immunostaining for Satb2 of coronal brain sections from juvenile, postnatal day 15 Satb2 cKO mice (cKO) and *Satb2*^flox/flox^ littermate controls (Ctrl). Nuclei were counterstained with DAPI. Representative images are shown. Scale bar: 200 μm. **DOI:** http://dx.doi.org/10.7554/eLife.17361.003

**Figure 1—figure supplement 2.**
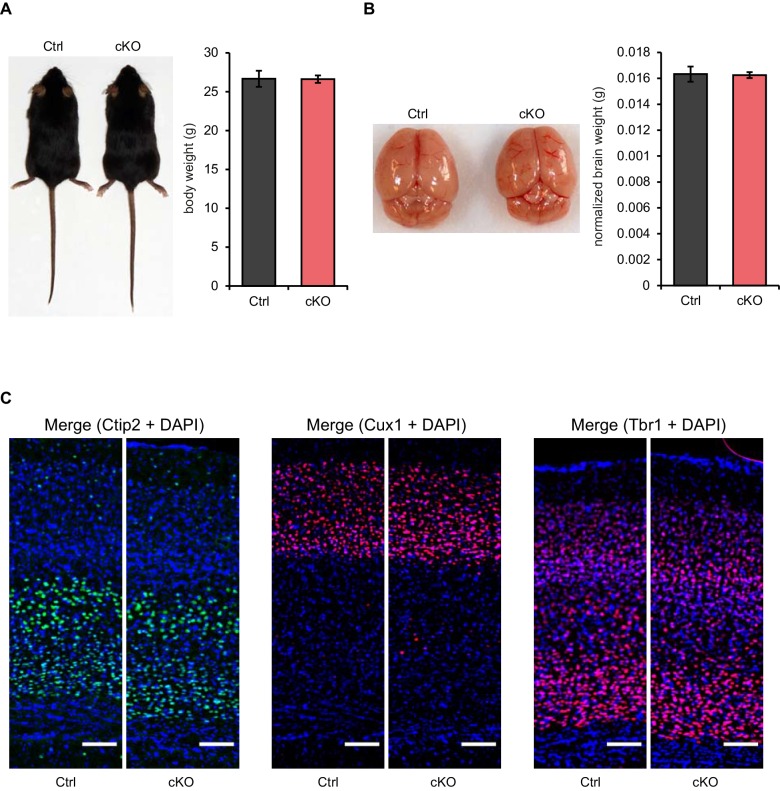
Postnatal Satb2 deletion does not cause alterations in body weight, gross brain morphology and cortical layer-specific marker expression. (**A**) Satb2 cKO mice (cKO) are visually indistinguishable from *Satb2*^flox/flox^ mice (Ctrl) and have similar body weights to their control littermates (Ctrl, *n* = 12; cKO, *n* = 17; Student's *t* test, t_27_ = 0.0551, p = 0.9665). Left panel: Representative images of 3-month old male mice from both genotypes; Right panel: Bar graph of mean body weights. Data are presented as mean ± SEM. (**B**) Representative images of freshly dissected brains of 3-month old male Satb2 cKO and control mice (Left panel). Brain weights normalized to the body weights showed no difference between Satb2 cKO mice (*n* = 17) and littermate controls (*n* = 12); Student's *t* test, t_27_ = 0.1664, p = 0.8691. Data are presented as mean ± SEM (Right panel). (**C**) Representative images showing Ctip2, Cux1 and Tbr1 immunoreactivity in the cortex of 3-month old Satb2 cKO and *Satb2*^flox/flox^ mice. Nuclei were counterstained with DAPI. Scale bar: 100 μm. **DOI:** http://dx.doi.org/10.7554/eLife.17361.004

To test whether Satb2 is required for learning and memory we used contextual fear conditioning, a hippocampus-dependent paradigm of associative learning. Satb2 cKO mice showed a normal response to electric foot shock exposure (Figure 2—figure supplement 1) and normal fear acquisition during fear conditioning (Figure 2A). Short-term memory for contextual fear, measured 1 hr following training, was also not affected in Satb2 cKO mice. However, Satb2 cKO mice exhibited a significant decrease in freezing when compared to control littermates 24 hr after training (Figure 2A), indicating a specific deficit in the consolidation of associative memory. Next, we subjected Satb2 conditional mutants to the object location memory (OLM) and novel object recognition memory (ORM) tasks. Again, Satb2 cKO mice demonstrated normal short-term (1 hr) memory but significant deficits in long-term (24 hr) OLM (Figure 2B) and ORM (Figure 2C), providing evidence for requirement of Satb2 for long-term object discrimination/placement memories.

**Figure 2.**
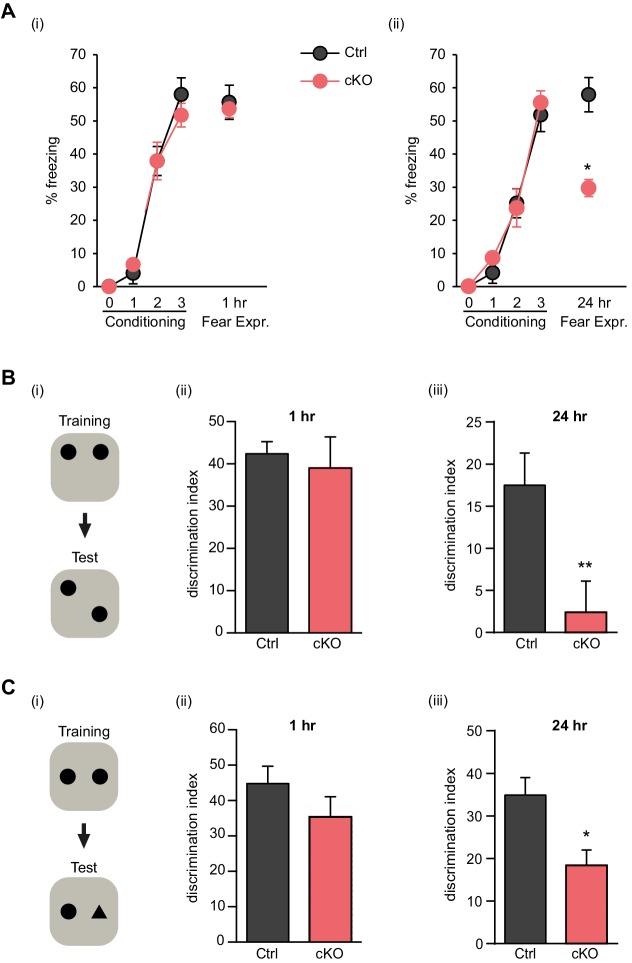
Satb2 is required for long-term memory formation. (**A**) In a contextual fear conditioning paradigm, Satb2 cKO mice (cKO), showed (**i**) similar levels of freezing to *Satb2*^flox/flox^ mice (Ctrl) during the fear-acquisition phase (cKO, *n* = 7; Ctrl, *n* = 6; repeated measures ANOVA, F_3,33_ = 0.76, p = 0.52) and at the 1 hr fear expression test (Student's *t* test, t_11_ = 0.19, p = 0.86) but (**ii**) froze significantly less than their littermate controls at the 24 hr fear expression test (cKO, *n* = 8; Ctrl, *n* = 8; repeated measures ANOVA, F_3,42_ = 0.36, p = 0.778; Student's *t* test, t_14_ = 4.88, p = 0.0002). Data are presented as mean ± SEM, *n* values refer to the number of mice per group, *p < 0.05. (**B**) Object location memory test. (**i**) Scheme of the experiment. (**ii**) Satb2 cKO mice (*n* = 11) and control mice (*n* = 10) exhibited similar preference for the novel location over the familiar location at the 1 hr memory retention test (Student's *t* test, t_19_ = 0.46, p = 0.65). (**iii**) Satb2 cKO mice (*n* = 8) showed reduced preference for the novel location over the familiar location at the 24 hr memory retention test (Student's *t* test, t_14_ = 2.89, p = 0.011) compared to *Satb2*^flox/flox^ mice (*n* = 8). The relative exploration time is expressed as a percent discrimination index (D.I. = (t_novel location_ − t_familiar location_) / (t_novel location_ + t_familiar location_) × 100%). Data are presented as mean ± SEM, *n* values refer to the number of mice, **p < 0.01. (**C**) Novel object recognition test. (**i**) Scheme of the experiment. (**ii**) Satb2 cKO mice (*n* = 10) and control mice (*n* = 9) exhibited a similar preference for the novel over the familiar object at the 1 hr memory retention test (Student's *t* test, t_19_ = 1.11, p = 0.28). (**iii**) Satb2 cKO mice (*n* = 8) spent less time exploring the novel object at the 24 hr memory retention test (Student's *t* test, t_14_ = 3.0, p = 0.009) compared to *Satb2*^flox/flox^ mice (*n* = 8). The relative exploration time is expressed as a percent discrimination index (D.I. = (t_novel object_− t_familiar object_) / (t_novel object_+ t_familiar object_) × 100%). Data are presented as mean ± SEM, *n* values refer to the number of mice, *p < 0.05. **DOI:** http://dx.doi.org/10.7554/eLife.17361.005

**Figure 2—figure supplement 1.**
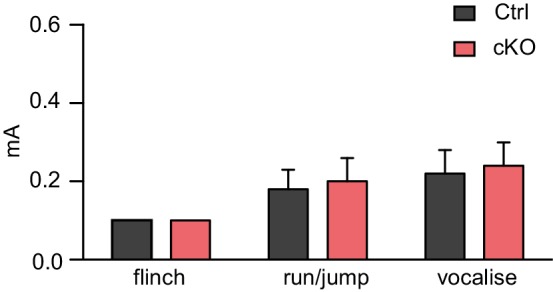
Satb2 cKO mice show normal responses to electric foot shock. Flinch-Jump test revealed similar general responses to electric foot shock between Satb2 cKO mice (*n* = 5) and control littermates (*n* = 5), Student’s *t*-test, flinch: t_8_ = 0, p = 1.0, run/jump: t_8_ = 0.25, p = 0.81, vocalize: t_8_ = 0.24, p = 0.82. Mice were scored for their first visible response to the shock (flinch), their first pronounced motor response (run or jump), and their first vocalized distress as described in Materials and Methods. Data are presented as mean ± SEM. **DOI:** http://dx.doi.org/10.7554/eLife.17361.006

Next, we investigated the effect of loss of Satb2 on long-term potentiation (LTP), an electrophysiological correlate of memory formation (Mayford et al., 2012). To this aim, we prepared acute slices from Satb2 cKO mice and littermate control animals and tested LTP at hippocampal Schaffer collateral-CA1 synapses. Field-excitatory post-synaptic potential recordings from the apical dendritic layer of the CA1 region showed that the early phase of LTP (up to 40 min post-theta burst stimulation) did not differ from control values; however late-LTP (45–180 min post-theta burst stimulation) was significantly attenuated in Satb2 cKO mice (Figure 3A). The slopes of the input-output curves (Figure 3B) and the paired-pulse facilitation ratios across different inter-pulse intervals (Figure 3C) did not differ between mutant and control mice indicating normal basal synaptic transmission and presynaptic function in Satb2 cKO mice. Hence, Satb2 is not required for short-term plasticity at CA3–CA1 synapses but is essential for late-LTP maintenance.

**Figure 3.**
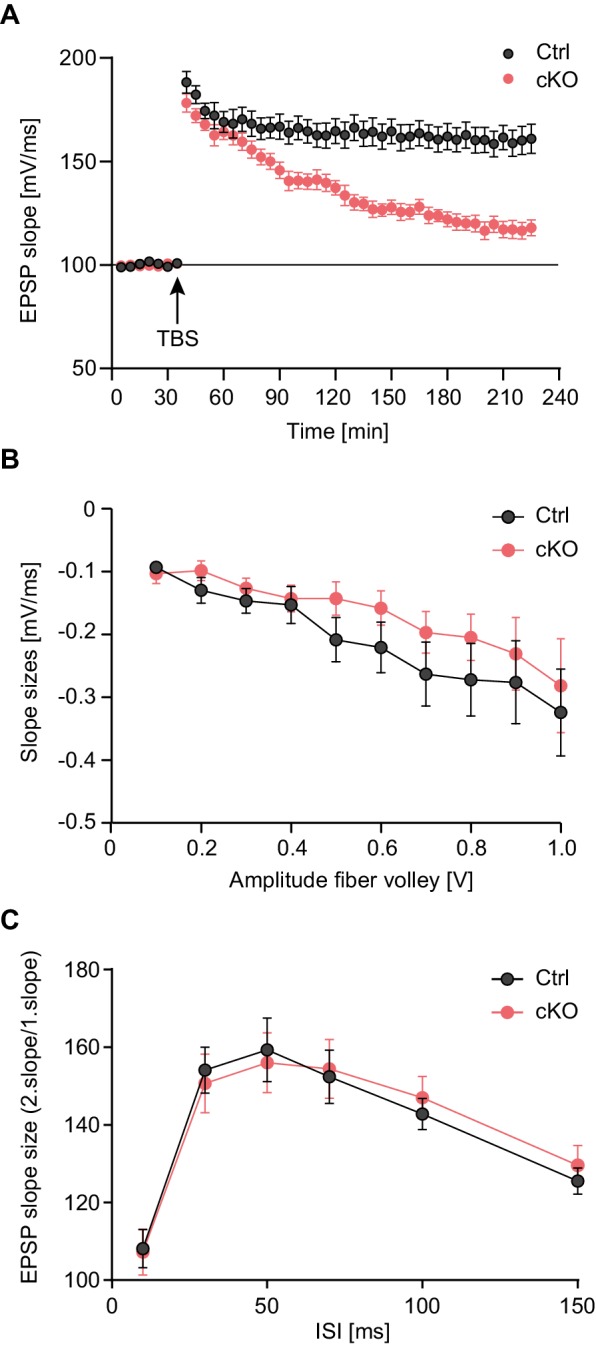
Late-LTP maintenance is impaired in Satb2 conditional mutants. (**A**) Schaffer collateral-CA1 late-LTP was significantly impaired in Satb2 cKO mice (Student's *t* test, t_28_ = 4.92, p < 0.0001 for the interval 180–185 min post-theta burst stimulation, TBS). Shown are field EPSP slopes in *Satb2*^flox/flox^ (Ctrl, *n* = 17 slices, 6 mice) vs. Satb2 cKO mice (cKO, *n* = 13 slices, 6 mice) recorded before and after TBS (100 Hz, repeated three times in a 10 s interval). Data are presented as mean ± SEM. (**B**) Input-output curves comparing the amplitudes of the presynaptic fiber volley to the field EPSP amplitude across a range of stimulation currents showed that basal synaptic transmission did not differ in hippocampal slices from Satb2 cKO mice (cKO, *n* = 17 slices, 6 mice) and littermate controls (Ctrl, *n* = 13 slices, 5 mice); Student's *t* test, p > 0.05 for all data points. Data are presented as mean ± SEM. (**C**) Paired-pulse facilitation studies across different inter-stimulus intervals revealed no difference between Satb2 cKO mice (cKO, *n* = 17 slices, 6 mice) and littermate controls (Ctrl, *n* = 13 slices, 5 mice); Student's *t* test, p > 0.05 for all data points. Data are presented as mean ± SEM. **DOI:** http://dx.doi.org/10.7554/eLife.17361.007

### BDNF and synaptic activity up-regulate Satb2 via the ERK1/2 pathway

Given our findings of impaired hippocampal late-LTP in Satb2 conditional mutants, we examined whether neuronal activity or the neurotrophin BDNF, a mediator of structural and functional plasticity at synapses (Zagrebelsky and Korte, 2014), regulate Satb2 in primary hippocampal neurons.

We treated hippocampal cultures with bicuculline (Bic) and 4-aminopyridine (4AP), a combination that causes robust action potential (AP) bursting (Hardingham et al., 2002). Bic/4AP application for 24 hr resulted in a strong up-regulation of both Satb2 mRNA (2.5-fold change, *n* = 7, Student's *t* test, p = 0.003) and protein levels (6.3-fold change, ANOVA, Ctrl vs. Bic/4AP, p = 0.002, Figure 4A). Next, we applied MK-801, a NMDA receptor antagonist, or nimodipine, an L-type VGCC blocker, together with Bic/4AP for 24 hr to determine which source of calcium (Bengtson et al., 2013) is required for Bic/4AP-triggered Satb2 induction. Nimodipine, but not MK-801, blocked the increase of Satb2 following synaptic activity indicating that Satb2 induction after synaptic stimulation depends on calcium influx through L-type VGCC and not through NMDA receptors (Figure 4A). Also BDNF and NT4, which both bind to the tyrosine kinase TrkB receptor, caused a significant increase in Satb2 mRNA (1.8-fold change, *n* = 7, Student's *t* test, p = 0.003) and protein (3-fold change, ANOVA, Ctrl vs. BDNF, p = 0.0004; Ctrl vs. NT4, p = 0.0002) levels 24 hr after treatment (Figure 4B).

**Figure 4.**
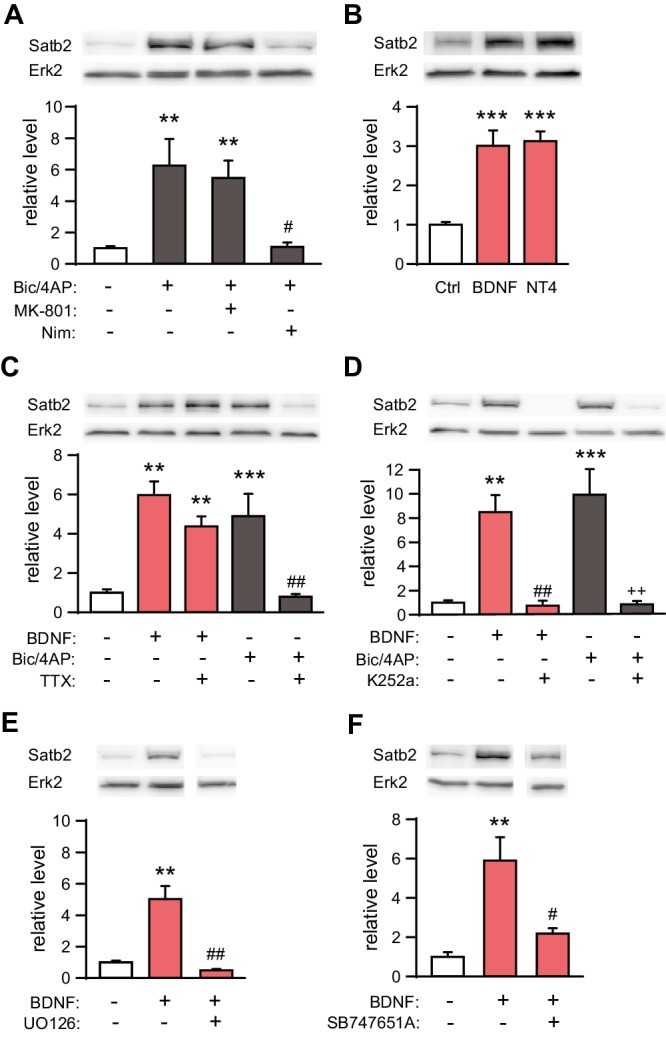
Synaptic activity and BDNF up-regulate Satb2 in primary hippocampal neurons. (**A**) Increased synaptic activity up-regulates Satb2 protein depending on calcium influx through L-type VGCC. Representative Western blot (top) and quantification (bottom) of the Satb2 protein level 24 hr after Bic/4AP treatment in the presence or absence of L-VGCC blocker nimodipine or NMDAR antagonist MK-801 (*n* = 10, 6, 7, 5; ANOVA followed by Hochberg *post hoc* test; F_3,24_ = 9.171, Ctrl vs. Bic/4AP, p = 0.002; Ctrl vs. Bic/4AP+MK-801, p = 0.006; Bic/4AP vs. Bic/4AP+Nim, p = 0.011). (**B**) BDNF and NT4 significantly increase Satb2 protein 24 hr after treatment. Representative Western blot image (top) and quantification of the Satb2 protein level (bottom) are shown, *n* = 4; ANOVA followed by Tukey *post hoc* test, F_4,15_ = 15.4, Ctrl vs. BDNF, p = 0.0004; Ctrl vs. NT4, p = 0.0002. (**C**) TTX application does not prevent Satb2 induction by BDNF but abolishes Satb2 up-regulation by synaptic activity. Representative image of immunoblot analysis (top) and quantification of the Satb2 protein level (bottom) are shown, *n* = 3–7; ANOVA followed by Hochberg *post hoc* test, F_4,22_ = 12.5, Ctrl vs. BDNF, p = 0.002, Ctrl vs. BDNF+ TTX, p = 0.001, Ctrl vs. Bic/4AP, p = 0.0004, Bic/4AP vs. Bic/4AP+TTX, p = 0.002. Treatments with Bic/4AP also contained MK-801. (**D**) Treatment with the Trk inhibitor K252a completely blocks the up-regulation of Satb2 by both BDNF and Bic/4AP Representative image of Western blot (top) and quantification of the Satb2 protein level (bottom) are shown, *n* = 4–6; ANOVA followed by Hochberg *post hoc* test, F_4,20_ = 15.6 Ctrl vs. BDNF, p = 0.001, Ctrl vs. Bic/4AP, p = 0.0001, BDNF vs. BDNF+K252a, p = 0.002, Bic/4AP vs. Bic/4AP+K252a, p = 0.0002. Treatment with Bic/4AP also contained MK-801. (**E**) Blockade of the ERK1/2 signaling pathway with UO126 inhibits the induction of Satb2 by BDNF. Representative image of Western blot (top) and quantification of Satb2 protein levels (bottom) are shown, *n* = 4; ANOVA followed by Tukey *post hoc* test, F_3,12_ = 26.7, Ctrl vs. BDNF, p = 0.003; BDNF vs. BDNF+UO126, p = 0.001. (**F**) Inhibition of ERK1/2-downstream kinase MSK1 prevents BDNF-induced Satb2 up-regulation. Representative image of Western blot (top) and quantification (bottom) are shown, *n* = 4–5; ANOVA followed by Hochberg *post hoc* test, F_2,11_ = 11.4, Ctrl vs. BDNF, p = 0.002, BDNF vs. BDNF+SB747651A, p = 0.018. In (**A–F**), data are presented as mean ± SEM of the indicated number of experiments, *n* values refer to the number of independent hippocampal cultures, *p < 0.05; **p < 0.01; ***p < 0.001, compared with Ctrl; ^#^p < 0.05; ^##^p < 0.01; ^###^p < 0.001, compared with BDNF; ^+^p < 0.05; ^++^p < 0.01; ^+++^p < 0.001, compared with Bic/4AP. **DOI:** http://dx.doi.org/10.7554/eLife.17361.008

**Figure 4—figure supplement 1.**
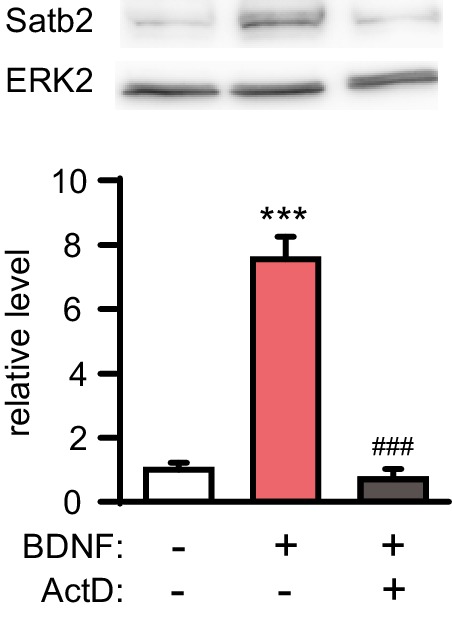
BDNF-induced Satb2 expression requires gene transcription. Representative image of Western blot (top) and quantification (bottom) of Satb2 protein levels 24 hr after stimulation with BDNF in the presence or absence of actinomycin D, (*n* = 4, ANOVA followed by Tukey *post hoc* test, F_2,9_ = 70.7, Ctrl vs. BDNF, p = 0.000009, BDNF vs. BDNF+ ActD, p = 0.000006). Data are presented as mean ± SEM. **DOI:** http://dx.doi.org/10.7554/eLife.17361.009

**Figure 4—figure supplement 2.**
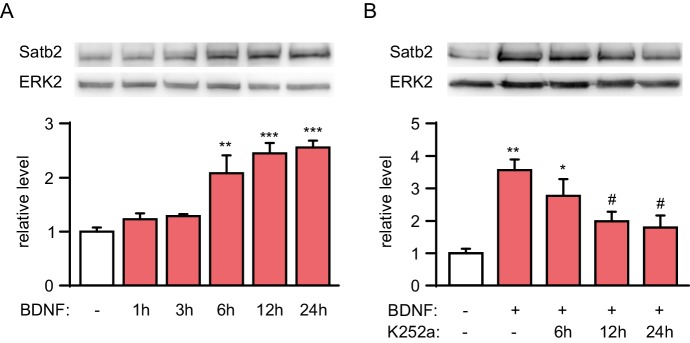
Time-course analysis of Satb2 expression after BDNF treatment. (**A**) Representative image of Western blot (top) and quantification (bottom) showing that Satb2 protein is significantly induced 6 hr and peaks at around 12 hr after BDNF application, (*n* = 4; ANOVA followed by Tukey *post hoc* test, F_5,18_ = 15.3, Ctrl vs. BDNF 12 hr, p = 0.004, Ctrl vs. BDNF 6 hr, p = 0.0001, Ctrl vs. BDNF 24 hr, p = 0.00006). (**B**) Representative image of immunoblot analysis (top) and quantification (bottom) of Satb2 protein level following treatment with K252a to block TrkB signaling. Satb2 was induced by a 24 hr period of BDNF stimulation before K252a application (*n* = 4; ANOVA followed by Tukey *post hoc* test, F_4,15_ = 7.6, Ctrl vs. BDNF, p = 0.001, Ctrl vs. BDNF+K252a (6 hr), p = 0.021, Ctrl vs. BDNF+K252a (12 hr), p = 0.045, Ctrl vs. BDNF+K252a (24 hr), p = 0.022). Data in A and B are presented as mean ± SEM of the indicated number of experiments, *n* values refer to number of independent hippocampal cultures, *p < 0.05; **p < 0.01; ***p < 0.001, compared with Ctrl; ^#^p < 0.05; ^##^p < 0.01; ^###^p < 0.001, compared with BDNF. **DOI:** http://dx.doi.org/10.7554/eLife.17361.010

Since BDNF expression and secretion in the CNS are controlled by neuronal activity we reasoned that the induction of Satb2 following AP bursting might be due to enhanced Bdnf transcription, translation and/or BDNF release (Hardingham et al., 2002; Kuczewski et al., 2009; Tao et al., 1998). To further investigate this possibility we inhibited Trk signaling with K252a during Bic/4AP stimulation. As a control experiment, we pharmacologically blocked AP bursting with the sodium channel blocker tetrodotoxin (TTX) during BDNF treatment. We found that silencing the neuronal activity with TTX did not affect BDNF-induced Satb2 expression, even though it abolished the synaptic activity-driven Satb2 induction (Figure 4C). In contrast, synaptic activity-triggered increase of Satb2 was blocked by Trk antagonism (Figure 4D), suggesting that synaptic activity-triggered Satb2 induction is indeed mediated via BDNF/TrkB signaling. De novo gene transcription is necessary for this process since actinomycin D, an inhibitor of gene transcription, blocked BDNF-driven Satb2 up-regulation (Figure 4—figure supplement 1).

To determine if MEK1/2 - ERK1/2 pathway (Minichiello, 2009) contributes to BDNF-triggered Satb2 induction we applied the MEK1/2 inhibitor UO126 1 hr prior to BDNF stimulation. UO126 blocked the induction of Satb2 by BDNF (Figure 4E). Furthermore, inhibition of mitogen/stress-activated kinase 1 (MSK1), a major regulator of activity- and experience-dependent synaptic adaptation downstream of MEK1/2 (Corrêa et al., 2012), had the same effect as the inhibition of MEK1/2 (Figure 4F), indicating that in hippocampal neurons BDNF up-regulates Satb2 through a pathway that requires ERK1/2 and MSK1.

Finally, we examined the temporal pattern of Satb2 induction by BDNF. Satb2 protein was increased at 6 hr, reached a maximum within 12–24 hr, and remained at this level for 48 hr following BDNF stimulation (Figure 4—figure supplement 2A). Loss of Satb2 occurred with a similar kinetic after antagonizing Trk receptor signaling in cultures previously stimulated with BDNF for 24 hr (Figure 4—figure supplement 2B). The relatively slow kinetics of Satb2 induction and elimination in hippocampal neurons is consistent with a potential role of Satb2 in slow, long-lasting adaptive neuronal processes (Zagrebelsky and Korte, 2014).

### Satb2 occupies active gene promoters

To gain insights into the molecular mechanisms by which Satb2 contributes to LTP maintenance and memory consolidation we mapped Satb2 genomic binding sites by ChIP-seq. Mouse primary hippocampal neurons were transduced with an AAV encoding V5-tagged Satb2 and a V5 antibody was used for chromatin immunoprecipitation. The specificity of the anti-V5 antibody was verified by ChIP-qPCR in non-transduced primary neurons (Figure 5—figure supplement 1). Out of 8414 Satb2 binding sites identified, 4496 were located within less than 1 kb distance from a transcriptional start site (TSS), indicative of Satb2 enrichment at proximal promoters (Figure 5A and B). Promoter sequences in eukaryotic genomes are marked by histone tail modifications associated with active or inactive state of the downstream gene (Barski et al., 2007; Wang et al., 2008). To examine the chromatin states of Satb2-bound promoters we compared our Satb2 ChIP-seq data with previously published datasets reporting genome-wide histone modifications and RNA Pol II recruitment in cortical neurons (GSE63271, GSE66701 and GSE21161) or in hippocampal tissue (GSE65159). Statistical testing of the overlap among the peaks of these datasets and our Satb2 ChIP-seq data revealed highly significant enrichment (adjusted p<0.00024) of active chromatin states (H4K16ac, H3K27ac, H3K4me1, H3K4me2, and H3K4me3 peaks) and PolII peaks at Satb2-bound promoters (Figure 5C, Figure 5—figure supplement 2A). Conversely, Satb2 genome occupancy and the Polycomb-associated H3K27me3 repressive mark showed no correlation (Figure 5—figure supplement 2B). GO enrichment analysis of the genes with Satb2 peaks within their promoters revealed significant over-representation of the following GO categories: ‘transcription factor activity’, ‘transcription corepressor activity’, ‘chromatin remodelling complex’, ‘dendritic spine’ and the KEGG pathway ‘long-term potentiation’ (Figure 5—source data 1)

**Figure 5.**
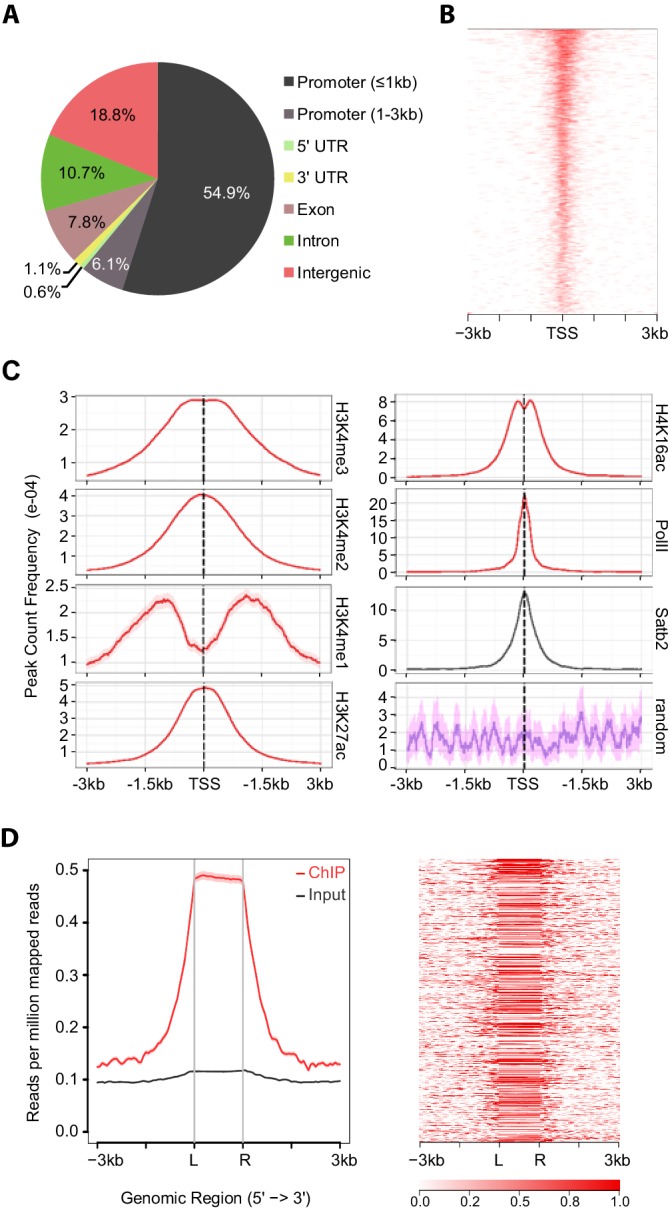
Satb2 binding sites are enriched on active gene promoters including miRNA promoters. (**A**) Pie-chart illustrating the genomic annotation of Satb2 binding sites. (**B**) Heatmap of Satb2 binding to TSS (±3 Kb) regions. (**C**) Average profiles of H4K16ac, H3K27ac, H3K4me1, H3K4me2, H3K4me3 and PolII peaks (GEO: GSE63271, GSE66701, GSE21161, and GSE65159) at Satb2 bound promoters. (**D**) Average tag density profiles (ChIP/Input, left panel) and heat map depicting Satb2 ChIP-seq tag density at predicted miRNA promoter regions (right panel). ‘L’ – 5’ left, ‘R’ – 3’ right of the miRNA promoters. The tick marks represent distance of −3 kb, −1.5 kb, +1.5 kb, +3 kb relative to the miR promoters. **DOI:** http://dx.doi.org/10.7554/eLife.17361.011 10.7554/eLife.17361.012Figure 5—source data 1.Major GO terms and KEGG pathways, revealed by ChIP-Enrich bioinformatics tool, found to be enriched among the genes having Satb2 peaks within their promoters.**DOI:** http://dx.doi.org/10.7554/eLife.17361.012

**Figure 5—figure supplement 1.**
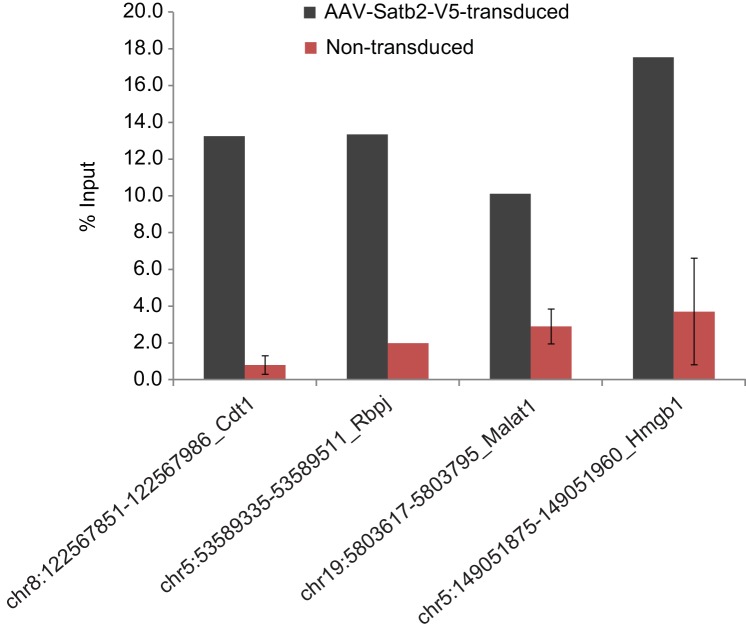
ChIP-qPCR validation of Satb2 enrichment at various identified target regions using chromatin from AAV-Satb2-V5-transduced and non-transduced primary hippocampal neurons. Each bar represents the ratio of precipitated DNA (bound) to the total input DNA (% Input). Each target region was tested in at least two independent chromatin samples derived from non-transduced hippocampal cultures and in at least one ChIP sample from AAV-Satb2-V5-transduced neurons. **DOI:** http://dx.doi.org/10.7554/eLife.17361.013

**Figure 5—figure supplement 2.**
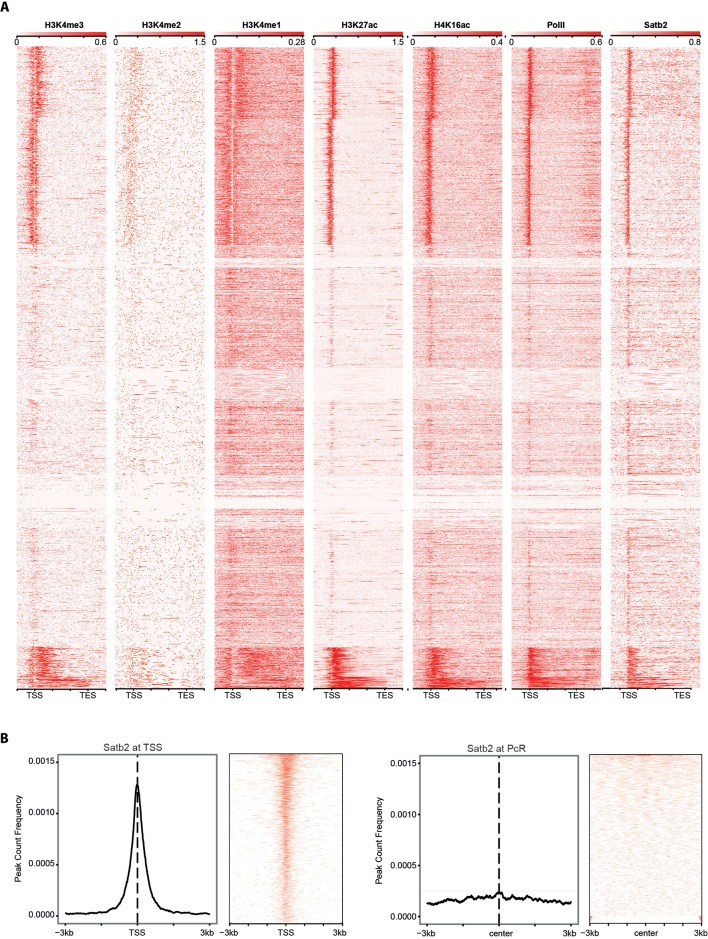
Satb2 binding sites are enriched on active gene promoters and do not correlate with the Polycomb-associated H3K27me3 repressive mark (PcR). (**A**) Heat maps depicting H3K4me3 (GSM530197), H3K4me2 (GSM1544912), H3K4me1 (GSM1544908), H3K27Ac (GSM1629392), H4K16Ac (GSM1629377), PolII (GSM1544942), and Satb2 tag densities (read counts/million mapped reads) at TSS/genebody/TES (±3 Kb) regions. (**B**) Average profile and heat maps of Satb2 genome occupancy centered on TSS (left panel) and the Polycomb-associated H3K27me3 peaks (GSE65159, PcR, ±3 Kb) (right panel). **DOI:** http://dx.doi.org/10.7554/eLife.17361.014

**Figure 5—figure supplement 3.**
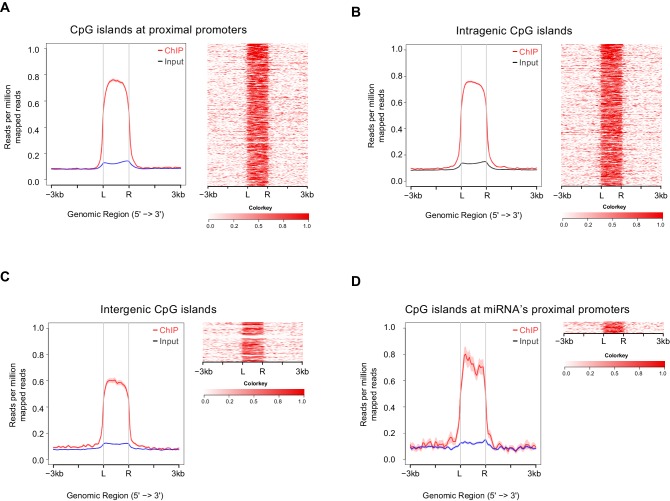
Satb2 is deposited at CpGs. Average tag density profiles (ChIP/Input) and heat maps depicting Satb2 ChIP-seq tag density at CpG islands localized at proximal promoters (**A**), gene body (**B**), intergenic regions (**C**), and miRNA proximal promoters (**D**), ‘L’ – 5’ left, ‘R’ – 3’ right of the CpG islands, the tick marks represent distance of −3 kb, −1.5 kb, +1.5 kb, +3 kb relative to the CpG islands. **DOI:** http://dx.doi.org/10.7554/eLife.17361.015

**Figure 5—figure supplement 4.**
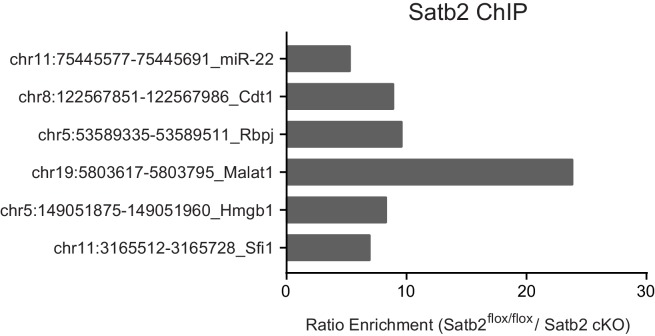
ChIP-qPCR validation of Satb2 targets *in vivo*. ChIP-qPCR analysis of chromatin derived from CA1 hippocampal tissue of control and Satb2 cKO mice immunoprecipitated with an antibody to Satb2 at several target sites identified by ChIP-seq in primary hippocampal cultures. Each bar represents the ratio of precipitated DNA (bound) to the total input DNA (% Input) of the region tested, normalized to the % Input in ChIP samples derived from Satb2 cKO mice. Each target region was tested in at least two independent chromatin samples (a pool of CA1 tissue from 8–10 mice). **DOI:** http://dx.doi.org/10.7554/eLife.17361.016

Given that the majority of annotated gene promoters are associated with CpG islands (Deaton and Bird, 2011) we examined if Satb2 localizes to CpG islands. ChIP-seq tag distribution profiles revealed that Satb2 was deposited at CpGs associated with proximal promoters, intragenic (gene body associated) or intergenic CpGs (Figure 5—figure supplement 3A–C). Evidence suggests that most of the latter two CpG classes represent alternative promoters of nearby annotated genes or TSSs for non-coding RNAs (Monteys et al., 2010; Wang et al., 2010). Indeed, we found Satb2 enrichment on miRNA-associated CpGs (Figure 5—figure supplement 3D).

To further explore if Satb2 binds to miRNA TSSs, we used a recently developed miRNA promoter prediction method (Marsico et al., 2013) to assess potential enrichment of Satb2 on miRNA promoters. The miRNA TSS identification algorithm that we applied detected at least one TSS for about 82% of the miRBase-annotated miRNAs (Marsico et al., 2013). Furthermore, it is particularly suited for detection of intronic miRNA promoters, which often act independently from the host gene promoters (Monteys et al., 2010). Our analysis revealed significant association of Satb2 with miRNA promoters (Figure 5D).

To confirm that endogenous Satb2 in the adult hippocampus binds to the same regions identified by ChIP-seq in hippocampal cultures we performed ChIP-qPCR using a Satb2-specific antibody and chromatin derived from control and Satb2 cKO CA1 hippocampal tissue. The results revealed Satb2 enrichment at various identified target promoters and/or Satb2 binding sites in chromatin samples from control but not Satb2 cKO mice, thus validating the *in vitro* Satb2 genomic binding patterns (Figure 5—figure supplement 4).

Taken together, our results provide evidence for association of Satb2 with active promoter regulatory sequences in the genome of hippocampal neurons, including miRNA promoters, suggesting a potential role of Satb2 in the transcription of active neuronal chromatin.

### Satb2 determines the expression of protein-coding genes and miRNAs linked to learning and memory in the CA1 hippocampal field

To study the role of Satb2 in transcriptional control *in vivo*, we performed global transcriptome profiling analyses (RNA-seq and small RNA-seq) using CA1 hippocampal tissue from Satb2 cKO mice and littermate controls. 

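Satb2 mRNA (ENSMUSG00000038331), which encodes a chromatin organizer, was measured first in each RNA-seq library of CA1 tissue. It was 15.7 ± 1.31 CPM (counts per 1000000; SD, n = 9) in Satb2 cKO mice and 27.8 ± 8.31 CPM (SD, n = 9) in littermate controls, both normalized by TMM (exact permutation test, two-sided, p = 0.00991). 8 of the 9 control libraries held 26.4 to 35.5 CPM, and the 9 Satb2 cKO libraries held 14.3 to 18.6 CPM. The library labelled control 2 held 7.16 CPM, less than every Satb2 cKO library. In the same library, the mean of 7 markers of CA1 pyramidal neurons, such as Wfs1 and Fibcd1, was 5.58 log2 CPM, against 7.11 to 7.48 in the other libraries. The mean of 6 markers of dentate gyrus granule cells, such as Prox1 and Dsp, was 6.79 log2 CPM there, against 2.39 to 3.45 elsewhere. The log2 fold change of Satb2 was -0.81 (standard error 0.19, adjusted p = 0.0572 from edgeR's quasi-likelihood test). Without the library labelled control 2, a choice made after seeing the data, controls held 30.3 ± 3.29 CPM (SD, n = 8; exact permutation test, two-sided, p = 4.11e-05). The log2 fold change was then -0.95 (adjusted p = 2.09e-09 from edgeR). With all libraries, the adjusted p was 0.00197 from DESeq2 and 7.33e-07 from limma-voom with quality weights.

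Controls were Satb2-floxed littermates without Cre, and Satb2 cKO mice also carried Camk2a-Cre, which deletes a floxed exon in forebrain excitatory neurons. The paper states that Satb2 protein was absent from the cortex and hippocampus of adult Satb2 cKO mice (Figure 1B, 1C). Each mRNA count covers all exons of a gene, so a transcript that lacks only the deleted exon is still counted, as is Satb2 mRNA of cells without Cre. The authors aligned the reads to mm10 and counted them per gene with HTSeq, and the values used are these raw counts. Totals ran from 9656316 to 52337644 counts in control libraries (median 19207006) and from 10637548 to 23216116 in Satb2 cKO libraries (median 18250484). Of 38355 genes in the files, the 15123 kept by filterByExpr were tested with edgeR. A gene was called at the study's thresholds, an adjusted p under 0.05 and a change of at least 1.5-fold.

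**Figure D1:**
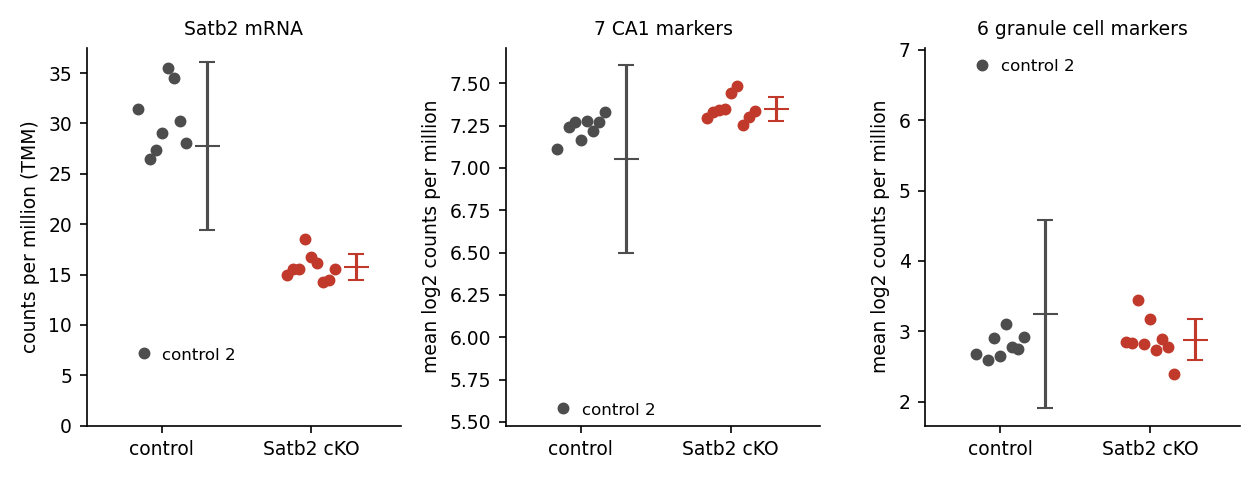
Satb2 mRNA in CPM and the mean log2 CPM of 7 CA1 pyramidal neuron markers and of 6 dentate granule cell markers, with 1 point per RNA-seq library and the mean ± SD of each group (n = 9). The library labelled control 2 sits at 7.16 CPM of Satb2, at 5.58 for the CA1 markers and at 6.79 for the granule cell markers.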

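Oxr1, which protects cells against oxidative stress, fell from 368 ± 43.8 CPM (SD, n = 9) in controls to 179 ± 5.52 CPM (SD, n = 9) in Satb2 cKO mice. Oxr1 (ENSMUSG00000022307) lies on chromosome 15 of mm10 from 41447482 to 41861048. Its log2 fold change was -1.04 (standard error 0.06, adjusted p = 1.92e-09 from edgeR), and every Satb2 cKO library was below every control library. Col5a2, a chain of fibrillar collagen, fell by 0.98 on the log2 scale, and Kcnb2, a subunit of voltage-gated potassium channels, fell by 0.60. Ghsr, the receptor of ghrelin, was the other called gene that fell. Among the genes that rose, Scin, which severs actin filaments, went from 0.978 ± 0.477 to 2.96 ± 0.836 CPM (SD, n = 9 each; adjusted p = 0.00155). Cd36, a scavenger receptor for fatty acids, rose by 1.25 on the same scale, Plcz1, a phospholipase C, by 0.92 and the zinc finger factor Zfp423 by 0.71. At the thresholds, 13 genes rose and 4 fell. Without the library labelled control 2, 22 rose and 11 fell, with 14 of the 17 genes among them. Kcnb2 (-0.53), the BMP antagonist Nog (0.57) and the retinoid receptor gene Rxrg (0.50, chosen after its values were seen) then passed the adjusted p but not the fold threshold. The numbers were 16 and 7 with DESeq2, 3 and 2 with its beta prior, 28 and 15 with limma-voom, and 20 and 5 at a log2 threshold of 0.5.

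**Figure D2:**
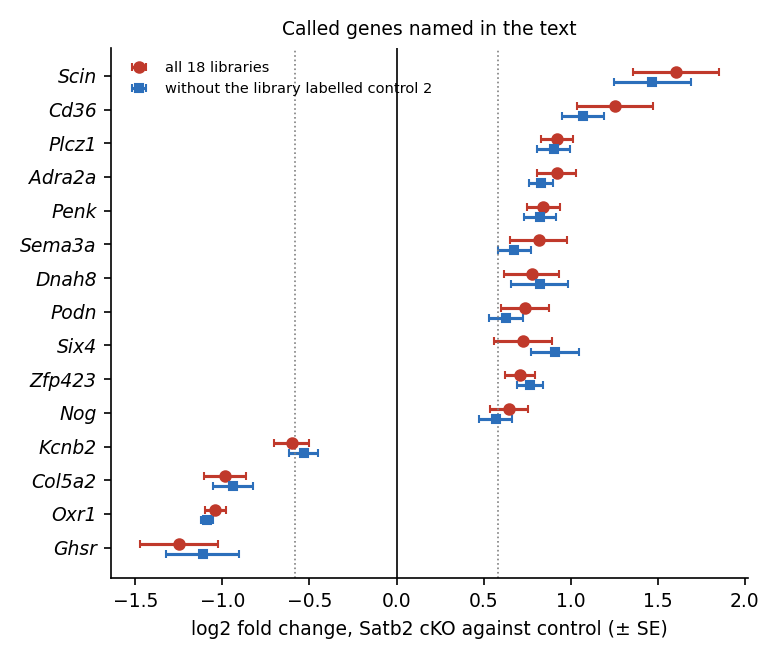
Log2 fold change (Satb2 cKO against control) ± standard error of 15 called genes from all 18 libraries (circles) and without the library labelled control 2 (squares), with dotted lines at 1.5-fold. Oxr1 sits at -1.04 and Cd36 at 1.25 with all libraries.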

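Secreted signals of development and of axon guidance each held 1 gene that rose in the CA1 of Satb2 cKO mice. Of 16 BMP and Wnt ligands and BMP antagonists, Nog rose (log2 fold change 0.65, adjusted p = 0.0051 from edgeR) and 15 did not pass the test. Adjusted over the list alone, 1 rose and 2 fell. The list's median was 0.04 and its mean -0.03. Without the library labelled control 2, 3 of its members fell, Wnt11, Grem1 and Bmp2, and limma-voom with all libraries also found 3. Of 14 class 3 semaphorins and their receptors, Sema3a rose from 5.73 ± 1.49 to 10.0 ± 1.61 CPM (SD, n = 9 each) and 13 did not pass (1 rose when adjusted over the list alone). Its log2 fold change was 0.82 (standard error 0.17, adjusted p = 0.0221 from edgeR; 0.0519 without Satb2 cKO library 6). The receptor gene Plxna4 (0.11, adjusted p = 0.746) passed without the library labelled control 2 (0.27, adjusted p = 0.0173) and with limma-voom (adjusted p = 0.0104). The median of the semaphorin list was -0.03 and its mean 0.03.

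Among 11 transcription factors of cortical projection neuron identity, Bcl11b and Ski had log2 fold changes of 0.01 and 0.09. None of the 11 passed in edgeR, DESeq2 or limma-voom, and 1 was higher at an unadjusted p under 0.05 in each (0 passed when adjusted over the list alone). The paralog Satb1 was at 128 ± 16.0 CPM in controls and 133 ± 9.63 CPM in Satb2 cKO mice (SD, n = 9 each), a log2 fold change of 0.06 (adjusted p = 0.736 from edgeR). For the 7 markers of CA1 pyramidal neurons, the median log2 fold change was 0.19 and camera gave an adjusted p = 0.0224, with an adjusted p = 0.956 with an estimated correlation. None of them passed in edgeR or DESeq2 (0 when adjusted over the list alone), with 3 and 2 higher at an unadjusted p under 0.05, and 2 passed in limma-voom. With cameraPR, the list did not pass with DESeq2 (adjusted p = 0.0929) or limma-voom (adjusted p = 0.0740). Without the library labelled control 2, Gpr161 and Fibcd1 passed, the median was 0.06 and the camera adjusted p = 0.0873. For the 6 dentate granule cell markers, the median in edgeR was -1.63 with all libraries and 0.09 without that library. With all libraries, it was 0.0790 with DESeq2, 0.0462 with its beta prior and 0.0848 with limma-voom. DESeq2 as run here replaces outlier counts and limma-voom weights libraries by quality, so both can lower the part of 1 library. None passed in edgeR, DESeq2 or limma-voom, with 5, 1 and 1 lower and 0, 1 and 0 higher at an unadjusted p under 0.05, and in edgeR 5 fell when adjusted over the list alone.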

RNA-seq analysis identified a number of protein-coding genes that were differentially expressed between control and Satb2 cKO mice (25 up-regulated and 15 down-regulated, Figure 6—source data 1). Amongst them we found genes that have previously been identified as highly relevant for learning and memory or directly implicated in memory formation such as *Adra2a*, *Penk*, *Htr5b*, and *Ghsr* (Diano et al., 2006; Galeotti et al., 2004; Ghersi et al., 2015; Peppin and Raffa, 2015). 

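Adra2a, the alpha-2A adrenergic receptor, and Penk, the precursor of the enkephalins, were higher in every Satb2 cKO library than in every control library. Adra2a (ENSMUSG00000033717, chromosome 19 of mm10 from 54044151 to 54048982) rose from 17.3 ± 3.36 to 32.5 ± 3.66 CPM (SD, n = 9 each), a log2 fold change of 0.92 (standard error 0.11, adjusted p = 1.04e-04 from edgeR). Penk (ENSMUSG00000045573, chromosome 4 from 4133531 to 4138819) rose from 38.3 ± 5.53 to 68.8 ± 10.6 CPM, a log2 fold change of 0.84 (standard error 0.09, adjusted p = 3.48e-05). Ghsr (ENSMUSG00000051136, chromosome 3 from 27371351 to 27378010) fell from 1.27 ± 0.36 to 0.540 ± 0.216 CPM, below all controls in 8 of 9 Satb2 cKO libraries. Its log2 fold change was -1.25 (standard error 0.22, adjusted p = 0.0070). DESeq2 with the gene filter used here gave it no adjusted p. A DESeq2 fit over every gene with at least 1 count, chosen after seeing the values, called it at a log2 threshold of 0.5. Htr5b, a serotonin receptor (ENSMUSG00000050534, chromosome 1 from 121509842 to 121528465), was at 10.1 ± 2.96 CPM in controls and 15.5 ± 2.26 CPM in Satb2 cKO mice. This log2 fold change was 0.63 (standard error 0.17, adjusted p = 0.118 from edgeR), and 6 of 9 Satb2 cKO libraries lay above all controls. It passed with DESeq2 (adjusted p = 0.0257), with limma-voom (adjusted p = 0.00193) and without the library labelled control 2 (0.50, adjusted p = 0.00359). Of 18 neuropeptide and secretogranin genes, Penk rose, Chgb fell (-0.19, adjusted p = 0.0143) and 16 did not pass, and the same numbers passed when adjusted over the list alone. Cck, another member, passed without the library labelled control 2. The median of this list was 0.04 and its mean -0.03.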

Pathway analysis revealed significant enrichment (p=0.018) of the ‘neuroactive ligand-receptor interaction pathway’ amongst the regulated genes. 

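Receptors of neuroactive ligands were tested as whole families, from adrenergic and serotonin receptors to glutamate and peptide receptors. Of 151 measured, Adra2a rose and Ghsr fell at 1.5-fold or more, where 0.170 would be expected by chance (Fisher's exact test, one-sided, p = 0.0122). At any fold, the oxytocin receptor gene Oxtr also rose, with a log2 fold change of 0.54 (adjusted p = 0.0119 from edgeR; chosen after its values were seen), and 148 did not pass. The numbers were the same, 2 up and 1 down, when adjusted over the list alone. They were 3 up and 0 down with DESeq2, 6 up and 4 down with limma-voom, and 3 up and 4 down without the library labelled control 2. Gria1 and Gria2, the most abundant AMPA receptor subunits of the list, had log2 fold changes of 0.04 and -0.08 (adjusted p = 0.649 and 0.357). With limma-voom, Fisher's exact test gave p = 0.0686. The exact p was 0.0426 without the library labelled control 2, and without control 3 and without control 4, where Oxtr also reached 1.5-fold, it was 0.000594 and 0.000702. The families were chosen after the names of the paper's regulated genes had been read, so the test is not independent evidence.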

The differential expression of selected genes, including *Adra2a*, *Penk*, *Htr5b*, and *Ghsr* was validated by real-time qPCR (Figure 6—figure supplement 1). Notably, Satb2 was bound to the promoters of the majority of the identified differentially expressed genes as shown by Satb2 ChIP-seq (Figure 6—source data 1). 

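Scin, Plcz1 and Adra2a, which rose in the CA1 of Satb2 cKO mice, are among the genes to which the paper's table assigns a Satb2 peak, while Cd36, which rose as well, is not. Of the 17 genes called from the RNA-seq counts, 14 carry a peak in that table. Oxr1 and Ghsr, which fell, are among them, and Col5a2 is not. Kcnb2, which is counted, has a row with a peak and a row without. The share of all tested genes with a peak was not determined, so no enrichment can be read from this. The ChIP-seq data were not analysed here.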

We also investigated differential splicing between the CA1 transcriptomes of Satb2 cKO mice and littermate controls, since global de-regulation of RNA-splicing has been linked to impaired synaptic plasticity and memory function (Benito et al., 2015). However, no major difference in RNA-spicing was observed comparing Satb2 cKO and control mice (Figure 6—source data 2).

Next, we performed small RNA-seq analysis to examine miRNA transcriptome changes in the CA1 hippocampal area of Satb2 cKO vs control mice. 

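Small RNA libraries were made from CA1 tissue of 9 Satb2 cKO mice and 9 littermate controls. They held between 2240916 and 5633371 counts in Satb2 cKO mice (median 4470850) and between 618337 and 3206574 counts in controls (median 1542917), so depth and genotype overlap only in part. The authors trimmed the reads, aligned them to mm10 and counted them per mature miRNA. Reads with the same sequence can come from more than 1 locus or from paralogs, and the files give a single count per mature name. Each miRNA was tested with edgeR's quasi-likelihood test and TMM factors.

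**Figure D3:**
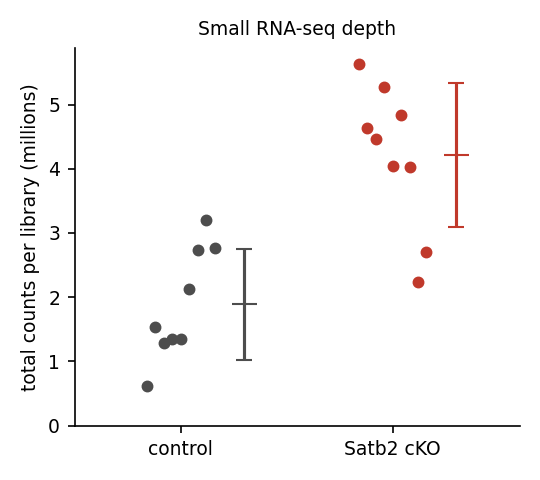
Total counts per small RNA library, with 1 point per library and the mean ± SD of each group (n = 9). Control libraries reach 3206574 counts at most and Satb2 cKO libraries 5633371.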

We detected the expression of 476 miRNAs in the CA1 tissue, similar to the number reported for this hippocampal subfield in a previous study (Stilling et al., 2014). Of these 464 miRNAs 43.9% showed significant differential expression between Satb2 cKO and control mice (Figure 6A, Figure 6—source data 3). 

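The levels of detected miRNAs in CA1 spanned a wide range. miR-128-3p, a miRNA abundant in neurons, was at 30010 ± 5577 CPM in controls, while miR-137-5p, from a hairpin that also acts in neurons, was at 3.53 ± 2.78 CPM (SD, n = 9). A base mean above 10 normalized counts was reached by 464 of the 1874 miRNAs in the files. At least 1 count was found for 1380 miRNAs, and 269 had a base mean above 100.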

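Members of the let-7 family, which times differentiation in many tissues, were lower in the CA1 of Satb2 cKO mice. Of 19 measured members, miR-98 included, 14 fell, 2 rose and 3 did not pass the test (14 and 2 when adjusted over the list alone), with a median log2 fold change of -0.82. let-7f-5p fell from 104967 ± 46298 to 40840 ± 18529 CPM (SD, n = 9 each), a log2 fold change of -1.36 (standard error 0.29, adjusted p = 5.37e-04 from edgeR), while let-7i-3p rose by 1.77. Of 10 members of the miR-99/100 and miR-125 families, which share genomic clusters with let-7, 7 rose and 3 did not pass (7 when adjusted over the list alone), with a median of 1.29. miR-99a-3p rose by 1.70 and was higher in all 9 Satb2 cKO libraries than in any control. Of 6 members of the miR-103, miR-107 and miR-26 families, 3 fell and 3 did not pass (3 fell and 1 rose when adjusted over the list alone). miR-103-3p fell from 5695 ± 1983 to 2055 ± 333 CPM (SD, n = 9 each), and miR-26b-5p and miR-107-3p fell by 1.44 and 1.42 on the log2 scale. The median of this list was -0.91, and -0.03 when every miRNA with at least 1 count was included. Camera gave the 3 lists an adjusted p of 0.000946, 0.00308 and 0.0349, with an adjusted p = 0.227, 0.216 and 0.216 with an estimated correlation. The signs of many miRNAs in the paper's table, from these same libraries, had been seen when the miRNA lists were written. These p values are therefore not independent evidence.

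miR-221-5p (chromosome X of mm10 from 19146344 to 19146369) rose from 35.6 ± 17.0 to 294 ± 157 CPM (SD, n = 9 each), with every Satb2 cKO library above every control. The log2 fold change was 3.02 (standard error 0.31, adjusted p = 1.47e-06 from edgeR). miR-183-5p had a larger log2 fold change of 3.29 with a standard error of 0.65 (adjusted p = 3.08e-04). In all, 113 miRNAs rose and 78 fell, 41.2% of those tested. The split was 103 and 106 with library totals, and 99 and 109 with upper-quartile factors, which moved the median of all miRNAs from 0.03 to -0.10 and -0.13. It was 162 and 51 over all miRNAs with at least 1 count, with a median of 0.28, and 74 and 51 at a base mean above 100. With log2 total count as a covariate, chosen after seeing the data, 79 rose and 37 fell, and 92 of the 191 were among them. With that covariate, let-7f-5p was at -0.20 (adjusted p = 0.579) and miR-183-5p at 2.02 (adjusted p = 0.192), and the medians of the let-7 and miR-99/125 lists were -0.20 and 0.77 (adjusted p = 0.113 and 0.0666 from cameraPR).

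**Figure D4:**
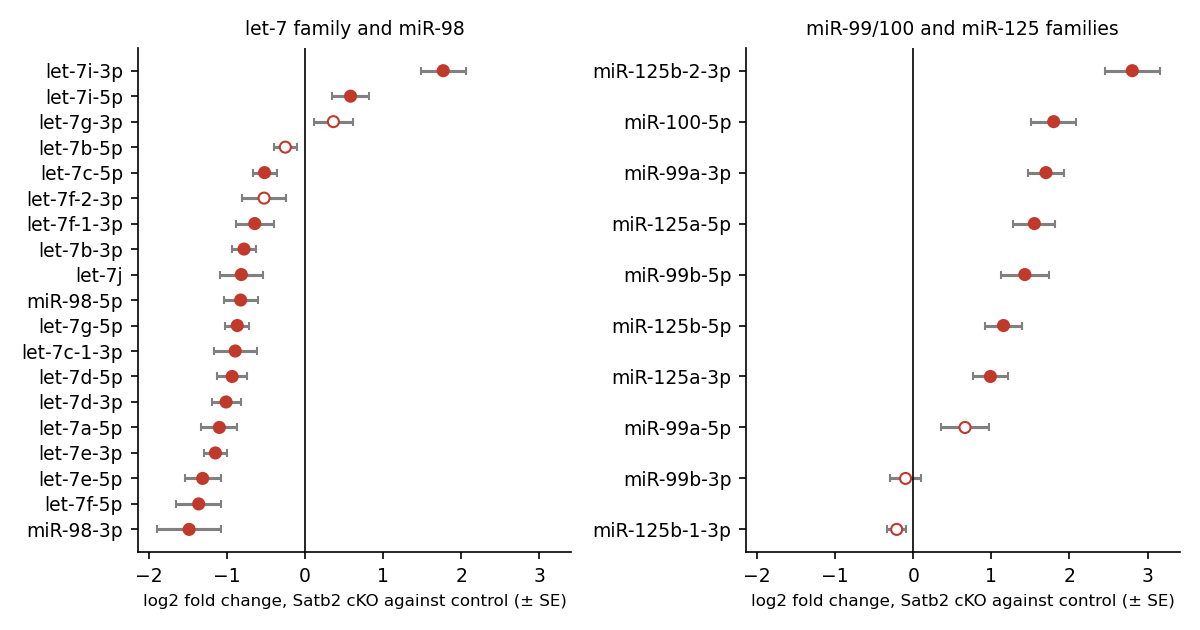
Log2 fold change (Satb2 cKO against control) ± standard error of 19 members of the let-7 family and miR-98 and of 10 members of the miR-99/100 and miR-125 families. Filled points have an adjusted p under 0.05 and open points do not. let-7f-5p sits at -1.36 and miR-99a-3p at 1.70.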

Principal component analysis, a method for visualizing gene expression patterns, revealed a clear separation between Satb2 cKO and control samples (Figure 6B). Furthermore, hierarchical clustering using a Pearson correlation-based method demonstrated two main clusters of miRNAs (up- and down regulated) based on their expression levels in the CA1 field of Satb2 cKO vs control mice (Figure 6C). 

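Control and Satb2 cKO libraries lay apart on the first principal component of miRNA counts. Controls scored -10.1 ± 5.95 and Satb2 cKO libraries 10.1 ± 4.67 (SD, n = 9 each; exact permutation test, two-sided, p = 1.23e-04). 7 of 9 Satb2 cKO libraries lay above the highest control, at 3.52, and the lowest Satb2 cKO library was at 2.09. This component held 41.0% of the variance of the 500 most variable miRNAs after DESeq2's variance stabilizing transformation. Satb2 cKO libraries were deeper as a group, so depth and genotype cannot be fully told apart on this component. The control with the lowest total, 618337 counts, had the lowest score, -16.6, and the deepest control, with 3206574, was at -5.63. Among Satb2 cKO libraries, the deepest, with 5633371 counts, had the lowest score, 2.09. The second component held 13.3%, and the groups did not differ on it (exact permutation test, two-sided, p = 0.898).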

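miR-221-5p and miR-103-3p, which moved in opposite directions, fell into separate clusters of miRNAs. With distances from Pearson correlation, 1 cluster held the 71 called miRNAs with a base mean above 100 that rose and the other the 52 that fell. These miRNAs were chosen for a difference between genotypes, so this split is set by that selection. Libraries clustered the same way: 8 controls formed a group, and the library labelled control 9 joined the 9 Satb2 cKO libraries. With all miRNAs tested, the libraries fell into the same groups.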

The differential expression of selected miRNAs in the CA1 tissue of control vs. Satb2 cKO mice was validated by qPCR (Figure 6—figure supplement 2). 

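The paper's list of differentially expressed miRNAs with a Satb2 peak in a predicted promoter holds miRNAs that rose and miRNAs that fell. miR-92a-3p, of the miR-17-92 cluster, rose from 663 ± 364 to 1906 ± 635 CPM (SD, n = 9 each), a log2 fold change of 1.52 (adjusted p = 1.17e-04 from edgeR). miR-877-5p fell from 153 ± 62.0 to 58.5 ± 8.84 CPM, a log2 fold change of -1.38 (adjusted p = 4.22e-05, and -0.49 with an adjusted p = 0.121 with log2 total count as a covariate). Of 103 tested miRNAs from the listed hairpins, 39 rose, 30 fell and 34 were not called. Those that rose or fell make up 36.1% of all called miRNAs, and the median log2 fold change of the 103 was 0.13. The list was selected for change in these samples, so the share called in it is set by that selection.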

44.4% of the miRNAs found to be deregulated in Satb2 cKO mice had at least one predicted promoter occupied by Satb2 as demonstrated by Satb2 Chip-seq data (Figure 6—figure supplement 3 and Figure 6—source data 4). Moreover, *in vivo* Chip-qPCR analysis using an antibody against Satb2 and chromatin from CA1 tissue demonstrated that Satb2 can bind to the miR-22 promoter (Figure 5—figure supplement 4). Importantly, amongst the miRNAs identified as deregulated in Satb2 cKO mice there were miRNAs with well-documented synaptic regulatory functions, including miR-125b, miR-132, miR-212, miR-124 (McNeill and Van Vactor, 2012), or miRNAs which have been directly implicated in learning and memory, such as miR-132 or miR-124 (Hansen et al., 2010; Malmevik et al., 2016).

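miR-125b-5p, a regulator of NMDA receptor subunits, and miR-132 and miR-212, which neuronal activity induces, had higher levels in Satb2 cKO mice for part of their arms. miR-125b-5p (2 loci, 1 of them on chromosome 9 of mm10 from 41581940 to 41581961, TCCCTGAGACCCTAACTTGTGA) rose from 11980 ± 4236 to 26673 ± 9954 CPM (SD, n = 9 each). Its log2 fold change was 1.15 (standard error 0.24, adjusted p = 4.88e-04 from edgeR). From the opposite arms, miR-125b-2-3p rose by 2.80 (adjusted p = 1.33e-05) and miR-125b-1-3p was at -0.21 (adjusted p = 0.148). The latter fell with library totals (adjusted p = 0.0221) and upper-quartile factors (0.0290). It also fell without control 7 (adjusted p = 0.0198) and without Satb2 cKO library 2 (0.0491), 3 (0.0104) or 5 (0.0397). miR-132-3p (chromosome 11 from 75173723 to 75173744) rose from 1853 ± 640 to 3099 ± 719 CPM, with a log2 fold change of 0.74 (adjusted p = 0.00273), and miR-132-5p was at 0.09 (adjusted p = 0.664). miR-212-5p (chromosome 11 from 75173403 to 75173425) rose from 448 ± 114 to 960 ± 477 CPM, with a log2 fold change of 1.10 (adjusted p = 0.00166), and miR-212-3p was at 0.15 (adjusted p = 0.414). With log2 total count as a covariate, miR-125b-5p (0.48, adjusted p = 0.229), miR-132-3p (0.52, adjusted p = 0.150) and miR-212-5p (0.65, adjusted p = 0.229) did not pass. Of 21 mature miRNAs abundant in neurons, 5 rose, 2 fell and 14 did not pass (4 and 2 when adjusted over the list alone). miR-218-5p, which shapes excitability, was among those that fell, from 3875 ± 791 to 1888 ± 546 CPM, and the median of the list was 0.15, or -0.02 with upper-quartile factors.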

**Figure 6.**
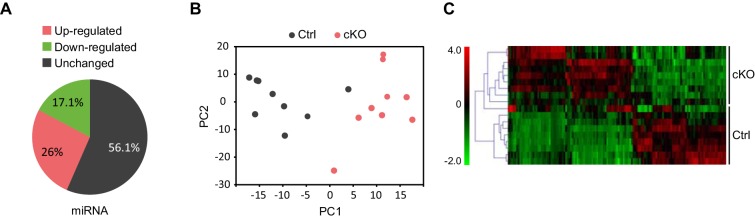
Satb2 regulates miRNA expression in CA1 hippocampal area. (**A**) Pie-chart showing the percentage of differentially expressed miRNAs (up-and down-regulated, Figure 6—source data 1) in the CA1 region of Satb2 cKO mice vs. littermate controls as assessed by small RNA-seq analysis (base mean above 10 counts, 1.5-fold change, and adjusted p < 0.05). (**B**) PCA plot of miRNA counts analyzed by small RNA-seq of Satb2 cKO vs. control CA1 hippocampal tissue. The first two PCs explained 33.3% and 21.4% of the variance, respectively. (**C**) Heat map from hierarchical clustering of differentially expressed miRNAs (base mean above 100 counts) in the CA1 hippocampal area of Satb2 cKO mice (*n* = 9) vs. littermate controls (*n* = 9). **DOI:** http://dx.doi.org/10.7554/eLife.17361.017 10.7554/eLife.17361.018Figure 6—source data 1.Differentially expressed genes between Satb2 cKO mice and *Satb2*^flox/flox^ littermate controls in the CA1 region as assessed by RNA-seq.Shown are the genomic coordinates of the identified Satb2 binding sites and the distance to the TSS of the corresponding gene.**DOI:** http://dx.doi.org/10.7554/eLife.17361.018 10.7554/eLife.17361.019Figure 6—source data 2.No major significant differences in splicing were observed between the CA1 region of Satb2 cKO mice (*n* = 9) and littermate controls (*n* = 9).Only one gene showed differential exon usage at FDR corrected p-value significance level 0.01 and 12 genes at FDR 0.1 (based on DEXSeq R-package with default parameters).**DOI:** http://dx.doi.org/10.7554/eLife.17361.019 10.7554/eLife.17361.020Figure 6—source data 3.List of differentially expressed miRNAs between Satb2 cKO mice and littermate controls (*Satb2*^flox/flox^mice) in the CA1 region as assessed by small RNA-seq analysis (base mean above 10 counts, 1.5-fold change, and adjusted p < 0.05).**DOI:** http://dx.doi.org/10.7554/eLife.17361.020 10.7554/eLife.17361.021Figure 6—source data 4.List of differentially expressed miRNAs in the CA1 region of Satb2 cKO mice vs. littermate controls that contain Satb2 peak(s) within their promoter.**DOI:** http://dx.doi.org/10.7554/eLife.17361.021

**Figure 6—figure supplement 1.**
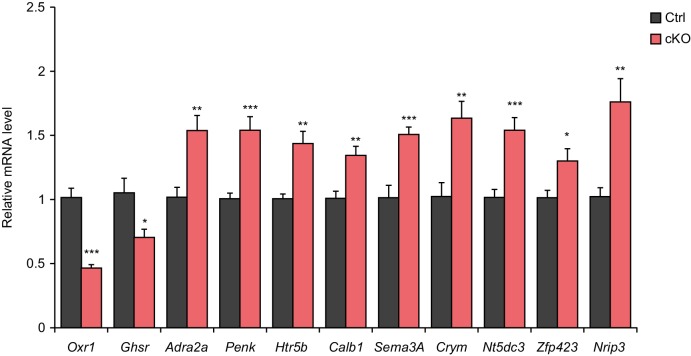
Validation of the differential expression of selected genes by qPCR. qPCR quantification of selected gene mRNA levels in the CA1 field of Satb2 cKO mice compared to the control group (*Oxr1:* Ctrl, *n* = 11; cKO, *n* = 11; *Ghsr:* Ctrl, *n* = 10; cKO, *n* = 10; *Adra2a:* Ctrl, *n* = 8; cKO, *n* = 12; *Penk:* Ctrl, *n* = 8; cKO, *n* = 12; *Htr5b:* Ctrl, *n* = 8; cKO, *n* = 12; *Sema3A:* Ctrl, *n* = 5; cKO, *n* = 6; *Crym:* Ctrl, *n* = 5; cKO, *n* = 6; *Nt5dc3:* Ctrl, *n* = 10; cKO, *n* = 10; *Zfp423:* Ctrl, *n* = 10; cKO, *n* = 10; *Nrip3:* Ctrl, *n* = 10; cKO, *n* = 10; Student's *t* test, *Oxr1*: t_24_ = 7.978, p < 0.0001; *Ghsr*: t_18_ = 2.648, p = 0.0164; *Adra2a*: t_18_ = 3.269, p = 0.0043; *Penk:* t_18_ = 3.9634, p = 0.0009; *Htr5b*: t_18_ = 3.5517, p = 0.0023; Calb1: t_18_ = 3.435, p = 0.0030; *Sema3A*: t_9_ = 4.5756, p = 0.0013; *Crym*: t_9_ = 3.4984, p = 0.0067; *Nt5dc3*: t_18_ = 4.5276, p = 0.0003; *Zfp423*: t_18_ = 2.5701, p = 0.0193; *Nrip3*: t_18_ = 3.7965, p = 0.0013), ***p *< *0.001, **p *< *0.01, *p *< *0.05. Data are presented as mean ± SEM. **DOI:** http://dx.doi.org/10.7554/eLife.17361.022

**Figure 6—figure supplement 2.**
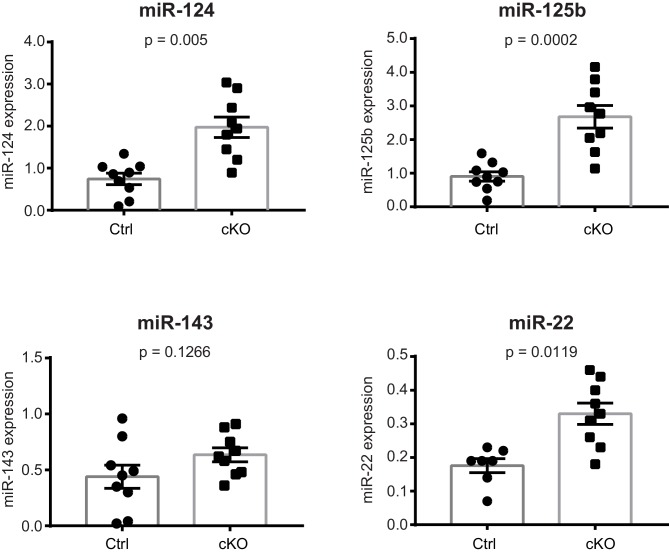
Validation of the differential expression of selected miRNAs by qPCR. qPCR quantification of miRNA levels in the CA1 field of Satb2 cKO mice compared to the control group (*miR-124:* Ctrl, *n* = 9; cKO, *n* = 9; *miR-125b:* Ctrl, *n* = 9; cKO, *n* = 9; *miR-22:* Ctrl, *n* = 7; cKO, *n* = 9; *miR-143: C*trl,* n* = 9; cKO, *n* = 9). Student's *t* test, *miR-124*: t = 4.391, p = 0.005; *miR-125b*: t_18_ = 4.876, p = 0.0002; *miR-22*: t_18_ = 3.806, p = 0.0019; *miR-143:* t_18_ = 1.611, p = 0.1266). Data are presented as mean ± SEM. **DOI:** http://dx.doi.org/10.7554/eLife.17361.023

**Figure 6—figure supplement 3.**
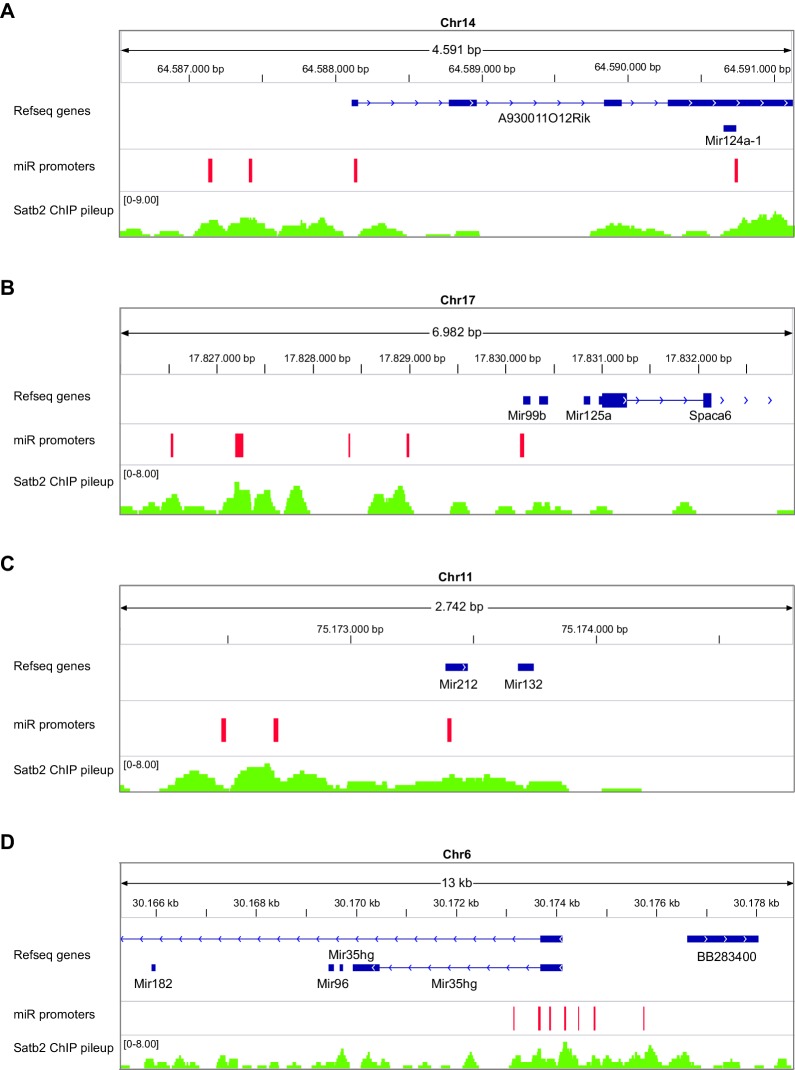
Satb2 binds to miRNA’s promoters. IGV genome browser images revealing overlapping between Satb2 peaks and predicted promoters (depicted as red rectangles) of selected miRNAs: miR124a (**a**), miR125a (**b**), mir132 (**c**), mir182 (**d**), found to be deregulated in Satb2 cKO mice. The complete list of all differentially expressed miRNA with Satb2 peak(s) within their promoter is shown in Figure 6—source data 4. **DOI:** http://dx.doi.org/10.7554/eLife.17361.024

Collectively, the transcriptome profiling results provide evidence for an important role of Satb2 as a regulator of hippocampal miRNA expression.

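miRNAs of the imprinted Dlk1-Dio3 region of chromosome 12 moved in both directions in Satb2 cKO mice. Of 76 measured, 17 rose, 22 fell and 37 did not pass the test (17 and 22 when adjusted over the list alone). miR-409-5p rose from 83.8 ± 87.7 to 738 ± 401 CPM (SD, n = 9 each), a log2 fold change of 3.12 (standard error 0.51, adjusted p = 5.84e-05 from edgeR), and miR-434-5p rose by 2.63 on the same scale. The median of this list was -0.11 and its mean 0.17, camera gave a test for lower values with an adjusted p = 0.664, and the median was 0.07 over all miRNAs with at least 1 count. Other polycistronic or large families were split as well, with the same numbers when adjusted over each list alone. Of 9 members of the miR-17-92 cluster and its paralogs, miR-92a-3p and miR-25-3p rose, miR-19b-3p and miR-106b-5p fell, and 5 did not pass. The call of miR-106b-5p was lost without control 2 (adjusted p = 0.0528), 3 (0.0535), 4 (0.0696), 5 (0.0558) or 8 (0.0500), over all miRNAs with at least 1 count (0.248) and with log2 total count as a covariate (0.0654). That of miR-19b-3p was lost without control 1 (0.0683) or 2 (0.0721), over all miRNAs with at least 1 count (0.107) and with the covariate (0.417). Of 11 members of the miR-30 family, 2 rose, 2 fell and 7 did not pass, with miR-30a-3p up by 1.45 and a list median of -0.03 and mean of 0.09. Those that fell, miR-30b-5p and miR-30b-3p, did not pass over all miRNAs with at least 1 count (adjusted p = 0.172 and 0.193), nor miR-30b-5p with the covariate (0.127). Of 8 members of the miR-181 family, 3 rose, 1 fell and 4 did not pass, with miR-181c-3p up by 1.07 and a list median of -0.29 and mean of 0.05 (median 0.27 with the covariate). miR-181b-5p, which fell, did not pass over all miRNAs with at least 1 count (adjusted p = 0.102) or with the covariate (0.817), and miR-181a-2-3p, which rose, did not without control 7 (0.0689) or Satb2 cKO library 9 (0.0546). The paper states that its profiling results together give evidence of a role of Satb2 in regulating miRNA expression in the hippocampus.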

### Re-expression of Satb2 into adult hippocampus rescues both a decrease in Arc protein and fear memory deficits

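miR-540-3p, miR-182-5p and miR-125a-3p, each named in the paper's lists of miRNAs with a predicted site in the Arc 3'UTR, rose in Satb2 cKO mice. The log2 fold change of miR-540-3p was 2.62 (standard error 0.50, adjusted p = 2.49e-04 from edgeR) and that of miR-182-5p was 2.10 (standard error 0.52, adjusted p = 0.00250). let-7e-5p, on the TargetScan list, fell by 1.31 (-0.42 with an adjusted p = 0.192 with log2 total count as a covariate). Arc encodes a cytoskeletal protein that activity brings to synapses. Of the TargetScan names, 32 were measured, of which 3 rose and 11 fell. Of the PITA names as printed, 32 were measured and 13 rose, and of the miRanda names 18 were measured, of which 1 rose and 3 fell. Over the 3 lists, 72 were measured, 16 rose, 12 fell and 44 were not called. The copy of the PITA list used here ends before the full list does, so its number of rises is a lower bound.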

Among the miRNAs up-regulated in the CA1 of Satb2 cKO mice, 24 miRNAs were predicted to target the 3’UTR of ‘activity–regulated cytoskeletal associated protein’ (Arc) by at least one of the miRNA-target prediction tools TargetScan, miRanda, and PITA (Figure 7—source data 1). Moreover, regulation of Arc translation by multiple miRNAs has already been demonstrated in primary hippocampal neurons (Wibrand et al., 2012). Given the crucial role of Arc in experience-dependent synaptic plasticity and long-term memory (Korb and Finkbeiner, 2011; Shepherd and Bear, 2011) and the deficits in LTP and fear memory observed in Satb2 cKO mice, we examined whether Arc protein is altered *in vivo* in the CA1 of Satb2 mutants. Indeed, immunoblotting analysis revealed significantly reduced Arc protein level in Satb2 cKO mice compared to littermate controls (Figure 7A). At the same time, Arc mRNA level was not altered (Figure 7B).

**Figure 7.**
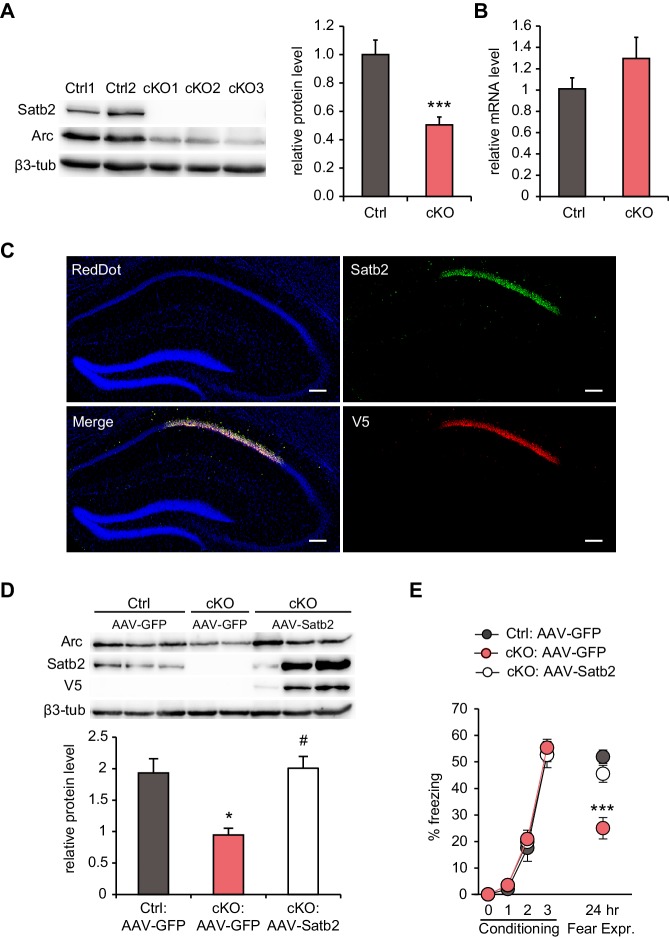
Hippocampal Satb2 re-expression rescues Arc levels and long-term fear memory deficits. (**A**) Representative Western blot (left) and quantification (right) of Arc protein level in the CA1 field of Satb2 cKO mice and littermate controls. β3-tubulin was used as a loading control (Ctrl, *n* = 9; cKO, *n* = 11; Student's *t* test, t_18_ = 4.52, p = 0.0003). Data are presented as mean ± SEM, *n* values refer to the number of mice per group, ***p < 0.001 compared to Ctrl. (**B**) qPCR quantification of Arc mRNA level in the CA1 field of Satb2 cKO mice and littermate controls (Ctrl, *n* = 3; cKO, *n* = 4; Student's *t* test, t_5_ = 1.14, p = 0.303). Data are presented as mean ± SEM, *n* values refer to the number of mice used. (**C**) Satb2/V5-immunoreactivity in the CA1 hippocampal area of Satb2 cKO mice after stereotaxic injection of rAAV-hSyn-*Satb2-V5* into the dorsal hippocampus. Nuclei were counterstained with RedDot. Representative images are shown. Scale bar: 150 μm. (**D**) Representative Western blot (left) and quantification (right) of Arc protein level in the CA1 field of *Satb2*^flox/flox^ mice injected with rAAV-hSyn-*eGFP* (Ctrl:AAV-*GFP, n* = 7), Satb2 cKO mice injected with rAAV-hSyn-*eGFP* (cKO:AAV-*GFP*, *n* = 3) and Satb2 cKO mice injected with rAAV-hSyn-*Satb2-V5* (cKO:AAV-*Satb2*, *n* = 6). β3-tubulin was used as a loading control. Re-expression of Satb2 in the dorsal hippocampus rescued the reduction in Arc protein in the CA1 area of Satb2 cKO mice, bringing it up to control levels (ANOVA followed by Fischer LSD *post hoc* test, F_2,13_ = 5.011, cKO:AAV-*GFP* vs. Ctrl:AAV-*GFP*, p = 0.014, cKO:AAV-*Satb2* vs. cKO:AAV-*GFP*, p = 0.011, Ctrl:AAV-*GFP* vs. cKO:AAV-*Satb2*, p = 0.793). Data are presented as mean ± SEM, *n* values refer to the number of mice used, *p < 0.05 compared with Ctrl:AAV-*GFP*, ^#^p < 0.05, compared with cKO:AAV-*GFP*. (**E**) In a contextual fear conditioning test, Ctrl:AAV-*GFP* (*n* = 9), cKO:AAV-*GFP* (*n* = 9) and cKO:AAV-*Satb2* (*n* = 14) mice showed similar levels of freezing during the fear-acquisition phase (repeated measures ANOVA, F_6,87_ = 0.12, p = 0.99). Freezing behavior, analyzed 24 hr after the training, was significantly impaired in cKO:AAV-*GFP* mice, however the fear memory deficit was completely rescued in cKO:AAV-*Satb2* mice (ANOVA followed by Fischer LSD *post hoc* test, F_2,29_ = 12.8, cKO:AAV-*GFP* vs. Ctrl:AAV-*GFP*, p = 0.00005, cKO:AAV-*Satb2* vs. cKO:AAV-*GFP*, p = 0.0004, Ctrl:AAV-*GFP* vs. cKO:AAV-*Satb2*, p = 0.22). Data are presented as mean ± SEM, *n* values refer to the number of mice per group, ***p < 0.001 compared with cKO:AAV-*Satb2* and Ctrl:AAV-*GFP*. **DOI:** http://dx.doi.org/10.7554/eLife.17361.025 10.7554/eLife.17361.026Figure 7—source data 1.List of miRNAs predicted to target mouse Arc 3’UTR by the bioinformatics tools TargetScan, PITA and miRanda.The miRNAs identified as up-regulated in the CA1 region of Satb2 cKO vs. control mice are shown in red.**DOI:** http://dx.doi.org/10.7554/eLife.17361.026

To investigate if restoring Satb2 expression can rescue the observed reduction in Arc level and/or the impaired long-term fear memory of Satb2 cKO mice, we used rAAV-mediated gene delivery to re-introduce Satb2 into the hippocampus of *Satb2* mutants. Viral vectors encoding either Satb2 (rAAV8-hSyn-*Satb2-V5*) or GFP (rAAV8-hSyn*-GFP*) were injected into the dorsal hippocampus of Satb2 cKO mice four weeks prior to immunoblotting analysis or contextual fear conditioning training. Littermate *Satb2*^flox/flox^ mice, injected with rAAV8-hSyn*-GFP*, served as controls. Immunohistochemistry analysis confirmed robust and specific expression of V5-tagged Satb2 in the hippocampal CA1 region of conditional mutants after stereotaxic injection of rAAV8-hSyn-*Satb2-V5* (Figure 7C). Immunoblotting results revealed that rAAV8-hSyn-*Satb2-V5* injection was able to restore Arc protein levels in the CA1 area of Satb2 cKO mice to control levels (Figure 7D). Moreover, the reinstatement of Satb2 in the dorsal hippocampus not only reversed the decreased Arc protein level, but also rescued the long-term contextual fear memory impairment. We observed indistinguishable freezing behavior between control and rAAV8-hSyn-*Satb2-V5*-transduced Satb2 cKO mice 24 hr after training (Figure 7E). By contrast, Satb2 cKO mice injected with rAAV8-hSyn-*GFP* showed significantly reduced freezing, reproducing our initial findings with un-injected animals (Figure 2A).

## Discussion

Our results establish Satb2 as an important determinant of memory consolidation in the adult hippocampus. At molecular level we show in primary hippocampal neurons that calcium influx through L-type VGCC as well as BDNF up-regulate Satb2 in the nucleus, where it binds to promoters of coding and non-coding loci. Altered expression of Satb2-dependent miRNAs on a genome-wide scale is likely to cause changes in the posttranscriptional regulation of synaptic plasticity proteins, exemplified by Arc. Consistent with these molecular mechanisms, the lack of Satb2 in the forebrain causes impairments in late-phase LTP and long-term memory in adult mice.

Given the potential of Satb2 to mediate DNA looping and local association of gene promoter regions (Zhou et al., 2012), our findings suggest that some of the key functions of the hippocampus may depend on changes in the higher-order chromatin architecture. Long-range looping interactions between promoters and distal regulatory elements are considered to recruit transcription factors and chromatin-modifying complexes to gene promoters (Bharadwaj et al., 2014; Sanyal et al., 2012). Our data demonstrating specific binding of Satb2 to active coding or non-coding gene promoters, co-occupied by RNA Pol II, are consistent with this model. Based on our results in primary hippocampal cultures, it can be proposed that this type of higher-order chromatin rearrangement is an activity- and BDNF-dependent process that involves changes in Satb2 expression levels. Of note, the reported schizophrenia risk allele for SATB2 (rs6704641) is intronic and likely affects SATB2 mRNA levels rather than protein function (Schizophrenia Working Group of the Schizophrenia Working Group of the Psychiatric Genomics Consortium, 2014). This finding strengthens the hypothesis that quantitative changes in Satb2, which otherwise is expressed in all CA1 pyramidal neurons, impact on Satb2-chromatin interactions. The relevance of chromatin looping in cognition or psychiatric diseases has already been shown for the regulation of individual genes: the NMDA receptor locus GRIN2B46 (Bharadwaj et al., 2014), and two schizophrenia-risk genes, encoding the GABA synthesis enzyme GAD1 and the calcium channel alpha subunit CACNA1C (Nestler et al., 2016; Rajarajan et al., 2016). Noteworthy, the homologue of Satb2, Satb1, a known chromatin structure organizer, affects the formation of dendritic spines and modulates the expression of multiple immediate early genes in the cortex (Balamotis et al., 2012), thus corroborating the importance of Satb family members in neuronal plasticity.

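The 5 most abundant miRNAs of CA1 were miR-127-3p, miR-181a-5p, let-7f-5p, miR-26a-5p and miR-9-5p, given here with their shares of all counts. miR-127-3p held 14.2% of counts in controls and 18.1% in Satb2 cKO mice, and the share of let-7f-5p was 10.9% and 4.03%. miR-26a-5p, a miRNA found in many tissues, was at 10.5% and 13.1%, miR-181a-5p at 12.7% and 9.60%, and the neural miR-9-5p at 3.36% and 3.92%. let-7f-5p passed the test, except with log2 total count as a covariate. miR-127-3p had a log2 fold change of 0.49 (standard error 0.23, adjusted p = 0.0809 from edgeR) and passed with limma-voom (adjusted p = 0.00438), without control 9 (0.0149) and without Satb2 cKO library 8 (0.0299) or 9 (0.0280). miR-9-5p was at 0.30 (adjusted p = 0.209). miR-26a-5p was at 0.47 (adjusted p = 0.0509) and passed with RLE factors (0.0414), a base mean above 100 (0.0454), DESeq2 (0.0291), limma-voom (0.00137), without control 8 (0.0177) or 9 (0.0179) and without Satb2 cKO library 1 (0.0423), 8 (0.0331) or 9 (0.0276). miR-181a-5p was at -0.30 (adjusted p = 0.133) and passed as lower with library totals only (0.0430), with upper-quartile factors (0.0185), without control 7 (0.0287) and without Satb2 cKO library 2 (0.0361) or 5 (0.0496).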

We found that a large fraction of all miRNAs expressed in the adult CA1 hippocampal field is deregulated when Satb2 is genetically ablated. This establishes Satb2 as a novel regulator of the miRNA transcriptome in CA1 pyramidal neurons. Notably, several miRNAs with altered expression in Satb2 mutants, e.g. miR-124, miR-125b, miR-132, miR-212, miR-381, miR-326, miR-19b have already been shown to affect the translation of proteins important in various aspects of synaptic plasticity or memory formation (Aksoy-Aksel et al., 2014; Ryan et al., 2015). 

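miR-381-3p and miR-326-3p rose and miR-19b-3p fell in Satb2 cKO mice. miR-381-3p (chromosome 12 of mm10 from 109726870 to 109726891) went from 757 ± 369 to 2609 ± 1403 CPM (SD, n = 9 each), a log2 fold change of 1.79 (standard error 0.33, adjusted p = 1.49e-04 from edgeR). miR-326-3p (chromosome 7 from 99552328 to 99552348) went from 48.7 ± 10.1 to 97.9 ± 31.0 CPM, a log2 fold change of 1.01 (standard error 0.20, adjusted p = 3.42e-04). miR-19b-3p, of the miR-17-92 cluster (2 loci, 1 of them on chromosome 14 from 115044358 to 115044380), went from 60.9 ± 33.5 to 27.3 ± 22.5 CPM, a log2 fold change of -1.14 (standard error 0.39, adjusted p = 0.0207). Its call was lost without control 1 (adjusted p = 0.0683) and without control 2 (0.0721). It was also lost over all miRNAs with at least 1 count (adjusted p = 0.107) and with log2 total count as a covariate (-0.75, adjusted p = 0.417). Of 12 mature forms of the 7 synaptic miRNAs that the paper names, 7 rose, 2 fell and 3 did not pass (7 and 2 when adjusted over the list alone). The median log2 fold change was 0.88, and camera gave an adjusted p = 0.0796 (adjusted p = 0.289 with an estimated correlation). With cameraPR, the list passed over all miRNAs with at least 1 count (adjusted p = 0.00379) and at a base mean above 100 (0.0429). The study chose this list on these samples, so its direction is not independent evidence.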

At synaptic sites translation of locally synthesized proteins is at least in part repressed by miRNAs. The miRNA machinery interacts with fragile X mental retardation protein (FMRP), which acts as translational repressor. 

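miR-100-5p, miR-125a-5p and miR-143-3p had higher levels in Satb2 cKO mice, above all controls in 8, 7 and 8 of the 9 libraries. miR-100-5p rose from 2252 ± 857 to 7830 ± 4009 CPM (SD, n = 9 each), a log2 fold change of 1.80 (standard error 0.29, adjusted p = 5.22e-05 from edgeR). miR-125a-5p rose from 12097 ± 4698 to 35421 ± 15531 CPM, a log2 fold change of 1.55 (standard error 0.27, adjusted p = 1.04e-04). miR-143-3p, abundant in smooth muscle (chromosome 18 of mm10 from 61649199 to 61649219), rose from 2090 ± 794 to 13632 ± 8590 CPM, a log2 fold change of 2.71 (standard error 0.37, adjusted p = 1.62e-05). In the paper's qPCR of miR-143 in CA1, however, the difference between genotypes did not reach significance. Of the other hairpins in the list of 7, miR-127-5p rose from 66.3 ± 35.4 to 258 ± 127 CPM. The far more abundant miR-127-3p was at 0.49 (adjusted p = 0.0809) and miR-128-3p at -0.07 (adjusted p = 0.743). miR-128-1-5p rose by 0.67 (adjusted p = 0.0377), a call lost with library totals (adjusted p = 0.0701) and upper-quartile factors (0.0899). Leaving out any of controls 4 (0.0660), 6 (0.0659) and 7 (0.141) or Satb2 cKO libraries 2 (0.0932), 3 (0.0566), 5 (0.0734), 6 (0.0506), 8 (0.0872) and 9 (0.104) also ended it, values that are adjusted p from edgeR. Of 13 mature forms from the 7 hairpin names, 8 rose, 1 fell and 4 did not pass (8 and 1 when adjusted over the list alone), with a median of 0.74. Camera gave an adjusted p = 0.0106 (adjusted p = 0.216 with an estimated correlation, and 0.0666 from cameraPR with log2 total count as a covariate). The paper names these 7 with a reference to earlier work on FMRP, in a statement that almost all such miRNAs were raised. Whether the names were picked for their direction in these samples is not stated, so the list's direction is not independent evidence.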

Intriguingly, almost all of the miRs found to be associated with FMRP (miR-100, miR-124, miR-125a, miR-127, miR-128, miR-132, miR-143) (Edbauer et al., 2010) were up-regulated in Satb2 mutants. This finding implies a decreased expression of synaptic proteins after Satb2 ablation and it also provides interesting candidates for future investigations. In our study, we have already demonstrated a decreased level of Arc in the CA1 of Satb2 cKO mice. The identification and validation of additional Satb2-dependent miRNA–mRNA interactions *in vivo* in the adult brain will be important to elucidate the mechanisms, by which Satb2 regulates memory formation. Recent studies have demonstrated enhanced spatial learning and working memory capacity after inhibition of miR-124 in the hippocampus or restored spatial memory, social interaction and LTP impairments in adult mice carrying a null mutation for EPAC protein (Malmevik et al., 2016; Yang et al., 2012). Our data showing up-regulation of miR-124 and impaired LTP and long-term memory in Satb2 mutants are in full agreement with these reports. 

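miR-124-3p, the most abundant mature form of a hairpin enriched in neurons, was higher in Satb2 cKO mice, and the opposite arm of the hairpin was lower. miR-124-3p (3 loci, 1 of them on chromosome 14 of mm10 from 64590709 to 64590728, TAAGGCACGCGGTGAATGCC) rose from 3638 ± 1512 to 10132 ± 3773 CPM (SD, n = 9 each). The log2 fold change was 1.48 (standard error 0.25, adjusted p = 8.1e-05 from edgeR), and 8 of 9 Satb2 cKO libraries lay above all controls. miR-124-5p fell from 49.1 ± 14.3 to 24.7 ± 9.39 CPM, a log2 fold change of -0.97 (standard error 0.21, adjusted p = 8.49e-04; -0.68 with an adjusted p = 0.137 with log2 total count as a covariate). It made up a small part of the counts of this hairpin in both groups.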

Interestingly, amongst the miRNAs deregulated in Satb2-deficient CA1 we also found miRNAs shown to be deregulated in schizophrenia animal models or in schizophrenia patients (Beveridge and Cairns, 2012).

Although the precise mechanism(s) of Satb2-dependent miRNA regulation remain to be determined, two lines of argument support the view that Satb2 has a direct influence on miRNA transcription. 

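Dicer1, which cuts precursor hairpins into mature miRNAs (ENSMUSG00000041415, chromosome 12 of mm10 from 104687742 to 104751952), was at 86.6 ± 17.0 CPM in controls and 78.7 ± 4.35 CPM in Satb2 cKO mice (SD, n = 9 each). Its log2 fold change was -0.14 (standard error 0.08, adjusted p = 0.451 from edgeR), and it was named after its values were seen. Drosha and Dgcr8, which form the nuclear processing complex, had log2 fold changes of 0.04 (adjusted p = 0.596) and -0.04 (adjusted p = 0.871). Ago2, which binds mature miRNAs, was at 0.08 (adjusted p = 0.471), and these 3 were chosen after their values were seen as well. Of 20 genes of miRNA biogenesis and function, none passed in edgeR, DESeq2 or limma-voom (0 when adjusted over the list alone). At an unadjusted p under 0.05, 3 were lower in edgeR and in DESeq2, and 4 were lower and 3 higher in limma-voom. The median of the list was -0.04, and camera gave an adjusted p = 0.374.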

First, we find individual miRNAs to be up- as well as down-regulated, arguing against a general effect of Satb2 on miRNA biogenesis or processing by the regulation of Dicer as has been reported for BDNF (Huang et al., 2012). Second, we find that miRNA promoter elements are bound by Satb2 in hippocampal neurons. Our ChIP-seq data in primary cultures demonstrate a potential of Satb2 to occupy both sets of promoters (protein-coding and non-coding). The preferential regulation of miRNA expression over protein-coding genes that we observed *in vivo* might for example be explained by the presence of Satb2 co-interactors in mature neurons that determine selective binding and control of miR promoters.

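Among mRNAs, many of the changes that passed the adjusted p were small. Nrip3 rose from 198 ± 13.7 to 295 ± 17.8 CPM (SD, n = 9 each), a log2 fold change of 0.57 (standard error 0.04, adjusted p = 2.49e-07 from edgeR). Calb1, a calcium-binding protein of many CA1 neurons, and Crym, which binds thyroid hormone, had log2 fold changes of 0.53 (adjusted p = 1.32e-04) and 0.52 (adjusted p = 3.26e-05). All 3 lie under 1.5-fold. A change of at least 1.5-fold with an adjusted p under 0.05 was found for 0.112% of mRNAs tested (0.218% without the library labelled control 2). Whatever the p, 1.33% of mRNAs and 44.6% of miRNAs differed by at least 1.5-fold. The mRNA share is from all libraries, the one labelled control 2 included. Small RNA depth differed between genotypes, and 25.0% of miRNAs were called with log2 total count as a covariate, against 41.2% without it. The median size of the log2 fold change was 0.07 for mRNAs and 0.52 for miRNAs, and the median standard error was 0.07 and 0.23. For the preferential regulation of miRNAs that it reports, the paper proposes, as an example, partners of Satb2 in mature neurons that select miRNA promoters.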

In conclusion, we provide evidence that Satb2 is required for synaptic plasticity and long-term memory formation in the adult CNS, likely via the regulation of miRNAs and protein-coding genes controlling synaptic structure and function. Our findings offer a plausible mechanism explaining the intellectual disability and severe learning difficulties observed in SAS patients. Furthermore, the Satb2 function in the adult brain unsuspectedly interconnects several individual components that have been discussed in the context of various psychiatric syndromes: BDNF signaling, epigenetic chromatin modifications, miRNA dysregulation and cognitive dysfunction. Therefore, in the future, it will be intriguing to establish *Satb2^flox/flox^::Camk2a-Cre* conditional mutant as an animal model of neuropsychiatric diseases.

## Materials and methods

### Animals

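Satb2 lies on the minus strand of chromosome 1 of mm10, from 56793981 to 56978650. In a transcript with 10 exons (ENSMUST00000042857), exon 4 spans 56897946 to 56898069. In a transcript with 11 exons (ENSMUST00000114415), these bases are exon 5, and exon 4 spans 56898991 to 56899117. The paper's text does not name the transcript behind its exon number.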

Mice carrying an allele of *Satb2* in which exon 4 is flanked by loxP sites (*Satb2*^flox/flox^) were generated by microinjection of ES cells carrying a *Satb2*^tm1a(KOMP)Wtsi^ Knockout First (Promoter driven) allele (clone *Satb2*_G07, JM8.N4 subline; KOMP repository) into blastocysts from albino C57BL/6J donor mice. The germline-positive mice were further crossed with FLPo deleter mice (RRID:MMRRC-032247-UCD) (Kranz et al., 2010) to excise the FRT cassette and to establish a conditional allele. To generate *Satb2* conditional mutants *Satb2*^flox/flox^ mice were crossed with *Camk2a-Cre* mice (Minichiello et al., 1999) on a C57BL/6 background. In all experiments, mice that carry the floxed exon 4 but do not express the *Cre* transgene (*Satb2*^flox/flox^) were used as littermate controls. Unless otherwise stated, adult male mice at the age of 3–4 months were used for behavioral and molecular analyses. All experimental procedures were approved by the Austrian Animal Experimentation Ethics Board (Bundesministerium für Wissenschaft und Verkehr, Kommission für Tierversuchsangelegenheiten).

### Antibodies

*Primary antibodies.* Satb2 ab92446 (AB_10563678), V5 tag antibody ChIP grade ab15828 (AB_443253), Satb2 ab34735 (AB_2301417), Ctip2 ab18465 (AB_2064130), Tbr1 ab31940 (AB_2200219) were purchased from Abcam (Cambridge, MA); Erk2 sc-154-G (AB_631459), Arc sc-17839 (AB_626696), Cux1 sc-13024 (AB_2261231) were obtained from Santa Cruz (Dallas, TX); Arc 156 003 (AB_887694) was ordered from Synaptic Systems (Germany); V5 epitope tag antibody R960-25 (AB_2556564) was obtained from Thermo Fisher Scientific (Waltham, MA); Satb2 AMAb90682 was purchased from Atlas Antibodies (Sweden); Wfs1 11558–1-AP (AB_2216046) was ordered from Proteintech (Rosemont, IL); and beta-III Tubulin antibody NB100-1612 (AB_10000548) was obtained from Novus Biologicals (UK).

*Secondary antibodies.* Goat anti-mouse Alexa-488 A11001 (AB_2534069), donkey anti-mouse Alexa-488 A21202 (AB_2535788), goat anti-rabbit Alexa-555 A21428 (AB_10561552), donkey anti-rabbit Alexa-488 A21206, donkey anti-rat Alexa 488 A21208 (AB_2535792) were all purchased from Thermo Fisher Scientific; and goat anti-mouse CF633 20121 (AB_10854245) was obtained from Biotium (Fremont, CA).

### Primary hippocampal culture

Hippocampi were dissected from newborn C57BL/6J mice at postnatal day P0 to P1. Hippocampal tissue was trypsinized and dissociated by trituration as described previously (Kaech and Banker, 2006). Neurons were plated on 35 mm tissue culture dishes or on 18 mm coverslips, previously coated with poly-L-ornithine (Sigma, St. Louis, MO) and laminin (Thermo Fischer Scientific), at a density of 8×10^4^ cells/cm^2^. Cells were cultured in Neurobasal medium (Thermo Fisher Scientific) containing B-27 supplement (Thermo Fisher Scientific), 100 mg/ml penicillin G and 60 mg/ml streptomycin sulfate in a humidified atmosphere of 5% CO_2_ at 37°C for 8–10 days. Medium was replaced 1.5 hr after plating; thereafter one third of the culture medium was replaced with fresh medium at day in vitro (DIV) 3 or 4. Glial cell proliferation was inhibited by adding 5 µM cytosine arabinoside (Sigma) to the culture medium at DIV1. Cells were collected for immunoblotting analysis 24 hr after treatment. The following growth factors were used: BDNF (50 ng/ml, Peprotech, Rocky Hill, NJ), NT4/5 (50 ng/ml, a kind gift from Amgen-Regeneron). The following pharmacological substances were applied as described in the Results section: 50 μM bicuculline (Tocris Bioscience, UK), 500 μM 4-aminopyridine (Tocris Bioscience). Pharmacological inhibitors were added 1 hr prior to treatments with BDNF or Bic/4AP in the following concentrations: 10 μM nimodipine (Tocris Bioscience), 10 μM MK-801 (Tocris Bioscience), 10 μM SB202190 (Cell Signaling, Danvers, MA), 10 μM UO126 (Cell Signaling), 0.2 μM K252a (Santa Cruz), 333 ng/ml actinomycin D (Sigma) and 20 µM SB747651A (Axon Medchem, The Netherlands). Control cultures were treated with equal volumes of vehicle.

### Immunoblotting

Extracts of total protein were prepared by lysis of neurons on the cell culture dish in 2 x Roti-Load sample buffer (Carl Roth, Germany). Western blotting was performed as described previously (Loy et al., 2011). Membranes were blocked with 5% milk powder in TBST (0.1% Tween 20 in TBS) for 1 hr and then incubated overnight at 4°C with the corresponding primary antibodies, diluted in blocking solution. After incubation with HRP-coupled secondary antibodies, the blots were developed using ECL reagent (GE Healthcare, Chicago, IL). Blots were either developed using CP100 photo-developer (Agfa, Belgium) or FUSION-FX7 chemiluminescence detection system (Vilber Lourmat, France). Quantification of protein expression was carried out either by using ImageJ (RRID:SCR_003070) or FUSION-CAPT image analysis software in the linear range of detection.

### Immunohistochemistry

Mice were anesthetized and transcardially perfused with 4% PFA (w/v) in PBS (pH 7.4). Brains were removed, post-fixed for 2 hr in 4% PFA, cryo-protected in 30% (w/v) sucrose at 4°C and embedded in Tissue-Tek medium (Sakura Finetek Europe, The Netherlands). Free-floating cryosections (40 µm) were washed three times in Tris-Buffered Saline (TBS), permeabilized in 0.3% (v/v) Triton-X-100 in TBS for 5 min and incubated with blocking solution (10% (v/v) normal serum, 1% (w/v) BSA, 0.3% Triton-X-100 in TBS) for 2 hr. Sections were incubated with primary antibodies overnight at 4°C. After three washes in 0.025% Triton-X-100 in TBS sections were incubated with corresponding secondary antibodies. Sections were counterstained with Hoechst 33258 (H-3569, Molecular Probes, Grand Island, NY) for 5 min or with RedDot2 (40061, Biotium, Fremont, CA) for 20 min. After three washes in TBS sections were mounted with Roti-Mount FluorCare mounting medium (Carl Roth, Germany). Images were acquired using a LSM 510/Axiovert200M microscope (Carl Zeiss, Germany).

For cresyl violet staining free-floating brain sections (40 µm) were mounted on glass slides and incubated in cresyl violet (0.1 M sodium acetate, 2% acetic acid, 0.02 M cresyl violet acetate, Sigma, St. Louis, MO, in distilled water, pH 3.5).

### AAVs, viral transductions and stereotaxic injections

AAV8-hSyn-*eGFP* and AAV8-hSyn-*GFP-Cre* were purchased from UNC Gene Therapy Vector Core. *Satb2* coding sequence was *V5*-tagged and cloned into pAAV-hSyn-WPRE vector. AAV-hSyn-*Satb2-V5*, serotype 8, was generated by SignaGen Laboratories, Rockville, MD.

Hippocampal neurons were transduced with AAVs (AAV8-hSyn-*GFP-Cre* or AAV8-hSyn-*Satb2-V5*) at a multiplicity of infection 1.5 × 10^5^ at DIV4 and used for ChIP-seq analysis at DIV11.

AAV8-hSyn-*eGFP* and AAV8-hSyn-*Satb2-V5* were delivered by stereotaxic injection into the dorsal hippocampus of 12 week old male mice (Satb2 cKO and control littermates). A burr hole was drilled into the skull, and 1 μl of viral stock (10^12^–10^13^ vg/ml) was injected bilaterally at a rate of 100 nl/min. The following coordinates (relative to Bregma) were used: antero-posterior, −2.1 mm; medio-lateral, ± 1.5 mm; dorso-ventral, −1.5 mm from the skull surface. The needle was left in place for 5 min after the injection. The mice were allowed to recover for four weeks after stereotaxic injections. Infection efficiencies of AAVs were determined by immunohistochemistry using antibodies to Satb2 or V5-tag or by analyzing the fluorescence of eGFP.

### RNA isolation and RT-qPCR

Total RNA was isolated from primary hippocampal cultures or dissected CA1 hippocampal tissue using TRIzol reagent (Thermo Fisher Scientific). cDNA was synthesized following the High-Capacity cDNA Reverse Transcription Kit protocol (Thermo Fisher Scientific). qPCR was performed using Fast SYBRGreen Master Mix (Thermo Fisher Scientific). All reactions were run in duplicates. The relative expression values were determined by normalization to *Gapdh* transcript levels and calculated using the ∆∆CT method (Pfaffl, 2001). Primers used for RT-qPCR analysis are listed in Supplementary file 1. Real-time PCR analysis of miRNAs was carried out using the miScript PCR System (Qiagen, Germany) following the manufacturer’s instructions.

### RNA-seq

RNA was isolated from dissected CA1 hippocampal tissue using TRIzol (Thermo Fisher Scientific). Library preparation and cluster generation for mRNA and small RNA sequencing was performed according to Illumina standard protocols (TruSeq, Illumina, San Diego, CA). Libraries were quality-controlled and quantified using a Nanodrop 2000 (Thermo Fisher Scientific), Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and Qubit (Thermo Fisher Scientific).

Base calling from raw images and file conversion to fastq-files was achieved by Illumina pipeline scripts. Subsequent steps included quality control (FastQC, www.bioinformatics.babraham.ac.uk/projects/fastqc/), mapping to reference genome (mm10, STAR aligner v2.3.0 (Djebali et al., 2012), non-default parameters), read counting on genes or exons (HTSeq, http://www-huber.embl.de/users/anders/HTSeq, mode: intersection-non-empty) and differential gene expression (DESeq2_1.4.5 [Love et al., 2014]) bio-statistical analysis.

PCA and distance heatmaps were generated in R following instructions in the vignette for DESeq2. A threshold cutoff of 1.5-fold change and adjusted (Benjamini-Hochberg) p value < 0.05 was applied.

Functional annotation and pathway analysis were carried out using the Database for Annotation, Visualization and Integrated Discovery (DAVID, RRID:SCR_003033) (Huang et al., 2009).

### ChIP-seq

AAV8-hSyn-*Satb2-V5*-transduced DIV11 primary hippocampal neurons were cross-linked with formaldehyde at 1% final concentration for 10 min at room temperature, and chromatin was prepared using the Zymo-Spin ChIP kit (Zymo Research, Irvine, CA) following manufacturer’s instructions. Sonication was performed at high power setting for 40 cycles (30 s ON, 30 s OFF) using a Bioruptor Plus (Diagenode Inc., Denville, NJ), yielding fragment size range of 200–700 bp. ChIP assays were performed in triplicates using 20 μg of chromatin and 10 μg of anti-V5 tag antibody (ab15828). IgG (12–370, Millipore, Billerica, MA) was included as a negative control. ChIP DNA was purified using ChIP DNA Clean and Concentrator (Zymo Research) and the relative abundance of a control region in V5-immunoprecipitated DNA was quantified by qPCR with sequence-specific primers. DNA libraries (Satb2-ChIP and Input control DNA) were prepared and sequenced on a HiSeq 2000 sequencer (Illumina). Sequencing resulted in 39,309,191 and 88,731,003 high quality filtered 20–50 bp single end reads for ChIP- and Input DNA respectively. These reads were aligned to the mm10 mouse genome using the BWA short read aligner (Li and Durbin, 2009) (version 0.7.12). The aligned reads were filtered to keep only uniquely mapping reads (ChIP: 15,507,953 Input: 51,700,265). A cross-correlation analysis was performed to assess quality metrics (Phantompeakqualtools package, RRID:SCR_005331). The resulting NSC (=1.24) and RCS (=0.82) values met the ENCODE quality thresholds (NSC ≤ 1.05, RCS ≤ 0.8) (Landt et al., 2012). Peaks of enriched Satb2 binding were called using MACS2 (RRID:SCR_013291) (Zhang et al., 2008) (version 2.1.0), by allowing only one tag at the same location and setting the false discovery rate to 0.01 and the fold-enrichment cutoff to 2. This resulted in 8414 high confidence peaks and a fraction of reads in peaks (FriP) of 6.2% which is well above the ENCODE requirements for good quality data. Peak annotation and comparisons with other public data sets were performed with the R/Bioconductor packages ChIPseeker (Yu et al., 2015) and ngs.plot (RRID:SCR_011795) (Shen et al., 2014). Testing of ChIP-seq peak data for the enrichment of biological pathways and Gene Ontology terms was performed by using ChIP-Enrich tool (Welch et al., 2014). Public datasets (GSE63271, GSE66701, GSE21161, GSE65159) (Gjoneska et al., 2015; Kim et al., 2010; Telese et al., 2015; Wang et al., 2015) were downloaded from GEO and genomic coordinates were lifted over to mouse mm10 for data sets which were only available in a differing genome assembly version. Datasets that did not contain peak data (BED files) were reanalyzed by mapping quality filtered raw reads to mm10 and calling peaks using MACS2.

### ChIP

ChIP was performed on microdissected adult mouse CA1 tissue (a pool of 8–10 mice) by using the Zymo-Spin ChIP kit (Zymo Research) following manufacturer’s instructions. Briefly, 100 mg of CA1 tissue were cross-linked with 1% formaldehyde (Sigma) for 10 min at RT and neutralized with 0.125M glycine. Chromatin was fragmented using a Bioruptor Plus sonicator (Diagenode Inc., Denville, NJ), yielding fragment size range of 200–500 bp. Sonicated chromatin (10–15 µg) was incubated at 4°C overnight with 5 µg antibodies (ab34735, AB_2301417, Abcam or normal rabbit IgG 12–370, AB_145841, Millipore). After washing, ChIP-ed DNA was eluted; reverse cross-linked at 65°C for 2 hr and purified using Zymo-Spin ChIP kit (Zymo Research).

### Behavior experiments

#### Contextual fear conditioning

Contextual fear conditioning was performed in a 25 × 25 × 35 cm chamber with transparent walls and a metal rod floor, cleaned with water and illuminated to 300 lux (TSE, Bad Homburg, Germany) as previously described (Busquet et al., 2008; Dobi et al., 2013; Sartori et al., 2011). After a 120 s acclimation period, mice were conditioned with three presentations of a 0.60 mA scrambled foot shock, with a 120 s inter-shock interval. The mice were allowed to remain in the chamber for an additional 120 s following the last stimulus presentation. Short-term and long-term fear memories were tested 1 hr and 24 hr later respectively in the conditioning chamber. Freezing was measured as an index of fear (Blanchard and Blanchard, 1969) manually scored based on DVD recordings, defined as no visible movement except that required for respiration, and converted to a percentage [(duration of freezing /total time) × 100] by a trained observer blind to the animals’ group/genotype.

#### Object location and novel object recognition paradigms

Prior to training, mice were handled 1–2 min for five days and then habituated to the experimental apparatus (a 41 × 41 × 41 cm open field arena containing home-cage floor bedding and illuminated to 150 Lux; Tru Scan, Coulbourn Instruments, Holliston, MA) for 5 min a day for three consecutive days in the absence of objects. During the training period, mice were placed into the experimental apparatus containing two identical objects (blue colored Lego Duplo blocks 2.5 × 2.5 × 5 cm) and allowed to explore for 10 min. During the short-term (1 hr) or long-term (24 hr) retention tests, mice were placed in the experimental apparatus for 5 min. For assessment of spatial object location-dependent memory, one copy of the familiar object was placed in the same location as during the training trial, and one copy of the familiar object was moved and placed in the middle of the box. For the novel object recognition test (Antunes and Biala, 2012), one copy of the familiar object and a new object (100 ml glass beaker) were placed in the same location as during the training trial. Exploration was scored when the mouse’s nose touched the object. All training and testing trials were videotaped and analyzed by individuals blind to the genotype of subjects. The relative exploration time (t) was recorded and expressed as a percent discrimination index (D.I. = (t_novel_ − t_familiar_) / (t_novel_ + t_familiar_) × 100%). Mean exploration times were then calculated and the discrimination indexes between treatment groups compared. Animals that explored less than 3 s total for both objects during either training or testing were removed from the analysis.

#### Flinch-jump test

Reactivity to the foot shock was evaluated in the same apparatus used for contextual fear conditioning as previously described (Sartori et al., 2011). After a 120 s acclimation period, mice were subjected to a series of 1 s shocks of gradually increasing amperage (0.1 mA every 30 s) starting from 0.1 mA. Mice were scored for their first visible response to the shock (flinch), their first pronounced motor response (run or jump), and their first vocalized distress, as previously described (Wittmann et al., 2009).

### Slice electrophysiology

Acute hippocampal slices were prepared from 2–3 month old mice. In brief, mice were anesthetized and decapitated; the brain was quickly transferred into ice-cold carbogenated (95% O_2_, 5% CO_2_) artificial cerebrospinal fluid (ACSF) for 3 min. The ACSF used for electrophysiological recordings contained 125 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 2 mM MgCl_2_, 26 mM NaHCO_3_, 2 mM CaCl_2_, and 25 mM glucose. Hippocampi were cut with a vibratome (VT 101200S; Leica, Germany) into 400 µm thick transversal slices. Recordings were performed in a submerged recording chamber at 32°C. Field excitatory postsynaptic potentials (fEPSPs) were recorded in the stratum radiatum of the CA1 region with a glass micropipette (resistance: 3–15 MΩ) filled with 3 M NaCl at a depth of ca. 150–200 µm. Monopolar tungsten electrodes were used for stimulating the Schaffer collaterals at a frequency of 0.1 Hz. Stimulation was set to elicit a fEPSP with a slope of ca. 40–50% of maximum for LTP recordings. After 40 min of baseline stimulation, LTP was induced by applying theta-burst stimulation (TBS), in which a burst consisted of 4 pulses at 100 Hz which were repeated 10 times in a 200 ms interval (5 Hz). Three of such trains were used to induce LTP at 0.1 Hz. Basic synaptic transmission and presynaptic properties were analyzed via input-output (IO) measurements and paired-pulse facilitation (PPF). The IO-measurements were performed by application of a defined value of current (25–250 µA in steps of 25 µA). PPF was performed by applying a pair of two stimuli by different inter-stimulus intervals (ISI) ranging from 10, 20, 40, 80 to 160 ms. Data were collected, stored, and analyzed with LABVIEW software (National Instruments, Austin, TX). The initial slope of fEPSPs elicited by stimulation of the Schaffer collaterals was measured over time, normalized to baseline, and plotted as average ± SEM. Statistical analyses were performed using Student's t-test.

### Statistical analysis

Statistical analysis was conducted as indicated in the figure legends using SPSS software (SPSS Inc). Statistical significance was determined by Student’s t-test, one-way ANOVA or two-way ANOVA followed by appropriate *post hoc* test (Tukey, Hochberg, Bonferroni or Fisher’s LSD). Data represent mean ± SEM of at least three independent biological replicates. No statistical methods were used to predetermine sample sizes; however our sample sizes were similar to those reported in previous studies. The data distribution was assumed to be normal, but it was not formally tested, except for datasets with *n* > 10.

### Accession codes

The RNA-seq and ChiP-seq data sets are deposited at GEO under accession number GSE77005.

## Additional files

Supplementary file 1. List of primers used in RT-qPCR and ChIP-qPCR analyses. **DOI:** http://dx.doi.org/10.7554/eLife.17361.027

### Major datasets

The following dataset was generated:

Apostolova G,Sananbenesi F,Dechant G,Rieder D,2016,The Schizophrenia Risk Gene Product Satb2 Regulates miRNAs Expression and Long-Term Memory in Adult CNS,https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE77005,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE77005)

The following previously published datasets were used:

Rosenfeld MG,Wang J,2014,A Novel Neuron-specific Histone H4K20 Demethylase LSD1n Promotes Transcriptional Elongation and is Essential for Learning and Memory,https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63271,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE63271)

Telese F,Ma Q,2015,LRP8-Reelin-regulated Neuronal (LRN) Enhancer signature underlying learning and memory formation (ChIP-Seq),https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66701,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE66701)

Kim T,Hemberg M,Gray JM,Kreiman G,Greenberg ME,2010,Widespread transcription at neuronal activity-regulated enhancers,https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE21161,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE21161)

Gjoneska E,Pfenning AR,Kundaje A,Tsai L,Kellis M,2015,Conserved epigenomic signatures between mouse and human elucidate immune basis of Alzheimer's disease,https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65159,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE65159)

How the deposited data were processed for this re-analysis (not part of the article)

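RNA from the dissected CA1 field of adult male Satb2 cKO mice and littermate controls was sequenced as mRNA and as small RNA, with 9 libraries per genotype and assay. The authors prepared TruSeq libraries, aligned reads to mm10 with STAR and counted them with HTSeq in its intersection-nonempty mode. The methods name one version of STAR and the submitters' processing notes another, 2.4.1d, together with cutadapt 1.8.1 and SAMtools. The annotation release is not named in the paper's text. The deposited values are raw counts per Ensembl gene for RNA-seq and raw counts per mature miRNA for small RNA-seq, with no normalization by the authors. Each column holds whole numbers and stands for 1 library. Libraries were matched to genotype by their labels, and within each group no 2 libraries had identical counts.

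RNA-seq libraries held 9656316 to 52337644 counts and small RNA libraries 618337 to 5633371. Reads that HTSeq assigned to no miRNA made up 1.50 to 3.73% of the small RNA totals in Satb2 cKO libraries and 1.83 to 2.92% in control libraries. They were left out, and the RNA-seq files hold none. Of 38355 genes, 36602 have a symbol in the annotation used. Of 1874 miRNAs, 1864 have a locus in the RefSeq annotation, as do 463 of the 464 tested. Coordinates are those of mm10.

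Counts were normalized by TMM and tested with edgeR 4.0.16 (quasi-likelihood F test, genotype as the only term, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment over all features tested. Genes were kept by filterByExpr with a minimum count of 10, and miRNAs with a base mean above 10, the base mean being the mean of counts divided by DESeq2 size factors. A feature was called at an adjusted p under 0.05 and a change of at least 1.5-fold, the study's thresholds. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Levels are CPM (counts per 1000000) with TMM factors, and log2 CPM values of lists use a pseudocount of 0.5. Satb2 levels and principal component scores were compared with exact permutation tests written in R. Those of correlations with depth were run with numpy 2.4.6 under Python 3.11.15. Ranks and Spearman coefficients came from scipy 1.17.1, and pandas 2.3.3 and matplotlib 3.10.9 were used as well. Principal components were taken from the 500 most variable miRNAs after the variance stabilizing transformation of DESeq2 1.42.0. Clusters used distances from Pearson correlation.

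Before the data were examined, the tests, the thresholds, most alternatives and the gene lists were fixed. For many of the listed miRNAs, the sign in the paper's table, which comes from these libraries, had by then been seen. The mRNA lists were markers of CA1, CA2/CA3, dentate gyrus, ventral CA1, neocortex, striatum, thalamus, choroid plexus, interneurons, astrocytes, oligodendrocytes, microglia, endothelium, mural cells and fibroblasts, and erythroid cells. Further lists were genes of sex chromosomes, genes that differ between C57BL/6 substrains, immediate early genes, long-term potentiation, BDNF and ERK kinases, miRNA machinery, cortical identity factors, neuropeptides, BMP and Wnt signals, semaphorins and neuroactive receptors. A list of mitochondrial genes had no measured member. The miRNA lists were the let-7, miR-99/125, miR-103/107/26, miR-17-92, miR-30 and miR-181 families, the Dlk1-Dio3 region, miRNAs of neurons, vessels, erythroid cells, immune cells, oligodendrocytes and epithelia, and 2 lists that the paper names. Lists were tested with camera in limma 3.58.1 (preset correlation 0.01, and an estimated correlation beside it) and counted over all features and over each list alone. Where alternatives were compared, lists were tested with cameraPR on signed z values, whose p differs from that of camera. Enrichment of neuroactive receptors used a one-sided Fisher's exact test over the genes tested.

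The genes named follow a rule: Satb2, Arc and every gene that the paper names, the 10 called genes with the largest rise and the 10 with the largest fall at 1 CPM or more, and up to 4 members per list. For miRNAs, it was those that the paper names, the 10 largest rises and falls at a base mean of at least 100, the 6 hairpins whose arms differ most, the 5 most abundant miRNAs and up to 4 members per list. The values in the paper's tables had been seen when the rule was written. Alternatives were other normalizations (RLE, library totals, upper quartile), other filters, DESeq2 with and without the beta prior, limma-voom with quality weights, the replicate number as a block, a log2 threshold of 0.5, and protein-coding genes alone. Leaving out each library, log2 total count as a covariate, leaving out the 5 most abundant miRNAs and DESeq2 at a log2 threshold of 0.5 were added after seeing the data.

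The procedure was tested on simulated data with the depths and spreads of these libraries. Each feature was drawn independently, so differences that many features share, such as those among these controls, are not simulated. The false shares below do not cover them. At an adjusted p under 0.05 and in the right direction, whatever the fold, it recovered 89.7% of 1.5-fold, 90.9% of 2-fold and 100% of 3-fold changes in RNA-seq and 42.6%, 93.9% and 100% in small RNA-seq, with 4.10% and 1.88% false. With 1.5-fold also required, it recovered 42.6%, 90.9% and 100% in RNA-seq and 39.7%, 93.9% and 100% in small RNA-seq, with 0.641% and 1.27% false. Differential splicing and exon use were left out because the counts are per gene. ChIP-seq, qPCR, protein and behavioural data were not analysed here. Gene ontology and pathway tools that need other databases were not run.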

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

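Of the tests below, those on granule cells, on a swap of genotypes, on library depth, on splits of the controls, without the 5 most abundant miRNAs and on the effect of the library labelled control 2 on Oxr1 were chosen after the result was seen, as were the splits without that library and with log2 total count as a covariate. A library was picked out where it lay far from the other 8 of its group by Dixon's test. This picked out 18 of 64 groups, where 3.2 would be expected by chance, and 17 of them concern the library labelled control 2.

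That library had the highest total, 52337644 counts, and, among the controls, the lowest Satb2 and Oxr1, 7.16 and 267 CPM. Its mean log2 CPM was lowest for the markers of CA1 pyramidal neurons (5.58), ventral CA1 (4.55), neocortex (2.77), interneurons (6.05) and oligodendrocytes (6.77). It was lowest as well for cortical identity factors (5.39), BMP and Wnt signals (2.58), semaphorins (4.67) and neuroactive receptors (3.92). The same library was highest for the markers of CA2 and CA3 (4.73) and of dentate granule cells (6.79), and for the genes of long-term potentiation (8.59), of BDNF and ERK kinases (6.71) and of the miRNA machinery (6.67). The library labelled control 9 was highest for choroid plexus markers (4.76).

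The first pattern is that the library labelled control 2 holds less Satb2 mRNA than any Satb2 cKO library. An exchange with a Satb2 cKO library is argued against by the Satb2 cKO group, where 0 libraries reach the Satb2 level of the lowest other control. A label that is wrong without an exchange is not covered by this. Oxr1 was at 267 CPM in this library, against 170 to 186 CPM in Satb2 cKO libraries and 348 to 417 CPM in the other controls. The Oxr1 level cannot decide the genotype, because the markers of cell types also differ in this library. Granule cell tissue remains as an explanation, since 6 of 6 granule cell markers were above every other library, Prox1 at 349 CPM against 17.7 to 30.3 and Dsp at 157 CPM against 0.779 to 7.77. How this tissue came into the library stays open. After thinning to the median total of 18430296, Satb2 ran from 5.70 to 9.01 CPM, without TMM factors, in 1000 draws. The lowest other control held 26.5 CPM on that scale. This argues against sampling noise as the cause of the low value. Thinning keeps the share of a gene, so any other effect of sequencing depth on that share stays open.

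The second pattern is that miRNA levels differ between genotypes and also among controls, where the first component holds 36.9% of the variance. Whether both differences lie wholly along 1 axis stays open. The loadings of this component correlate with the log2 fold changes (Pearson r = 0.514), but the 9 controls enter both. Of 126 splits of the controls into 4 and 5, 57 gave an r at least as large in size (median 0.482). These splits cannot decide the question, because the same controls set the component. The Satb2 cKO libraries, which did not set it, scored 6.07 to 15.6 on it (mean 11.5), against -13.2 to 10.4 in controls. Part of the difference between genotypes therefore lies along this component, although the ranges overlap. With TMM factors, the calls do not depend on the 5 most abundant miRNAs: 188 are called without them, 186 of them among the 191. TMM already limits the weight of such miRNAs in both fits. This test therefore cannot tell whether a few abundant miRNAs shift the levels of the others. Library depth cannot be told apart from genotype: among controls the score on this component follows log2 total count (Pearson r = 0.892, exact permutation p = 0.00176, adjusted over 4 tests 0.00702; Spearman rho = 0.833, p = 0.00827, adjusted 0.0165; r = 0.735 without the 2 farthest), and among Satb2 cKO libraries r = 0.518 (p = 0.142, adjusted 0.189; rho = 0.10, p = 0.810; r = -0.692 without the 2 farthest). Sequence composition cannot be told apart either, as log2 fold changes follow the GC content of the mature miRNA (Spearman rho = 0.217, permutation p = 1e-05), with a median GC of 52.2% among those that rose and 45.5% among those that fell. How much of the difference between genotypes comes from depth, composition or Satb2 stays open.

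The third pattern is that Oxr1 has the smallest p of all genes and is lower in Satb2 cKO mice, at 48.5% of the control level. The library labelled control 2 is argued against as the cause: without it, the log2 fold change is -1.09 (standard error 0.03; 2.03 to 2.23 fold lower, 95% interval). A change at the locus that also moves its neighbours stays open, because only 2 other genes were tested within 1000000 bases and neither was called (lowest adjusted p = 0.315 from edgeR). Zfpm2 was at -0.54 (unadjusted p = 0.0278; -0.15 and 0.0201 without the library labelled control 2) and Angpt1 at 0.25 (unadjusted p = 0.0531). Whether Satb2 acts on this gene directly stays open too.

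Among 100 splits of the libraries into 2 groups of 9, 1 split, the real one, gave as many calls as the genotypes, for mRNAs (17 calls, highest other 0) and for miRNAs (191 calls, highest other 54). Without the library labelled control 2, the real split gave 33 mRNA calls and the highest other 2. With log2 total count as a covariate, the real split gave 116 miRNA calls and the highest other 109, and at any fold it gave 120 against 129.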

How the results depend on the processing

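Of the alternatives here, log2 total count as a covariate, DESeq2 at a log2 threshold of 0.5, the fit without the 5 most abundant miRNAs and the fits without 1 library were chosen after the result was seen. Under the alternatives set beforehand, 218 of 234 values of mRNA lists and 128 of 135 of miRNA lists counted as unchanged. So did 1049 of 1071 values of named genes and 694 of 731 of named miRNAs. A value counted as changed where its adjusted p crossed the threshold, or where its sign turned and it passed in either fit. Values that passed in neither fit could turn sign and still count as unchanged. The median of the neocortex list did so, from 0.006 to -0.072 without the library labelled control 2. Of the answers to comparisons, 80 counted as unchanged and 27 as changed. Counts among these answers were compared by size. Without 1 library, the unchanged values were 437 of 468, 270 of 270, 2119 of 2142 and 1440 of 1494, and 160 of 180 answers. List p values here come from cameraPR and differ from camera's (0.0696 against 0.0349 for the miR-103, miR-107 and miR-26 families). Where values changed, the cause was not tested.

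The numbers of mRNAs up and down at any fold, 82 and 18, were 167 and 56 with DESeq2, 167 and 58 with its beta prior and 378 and 192 with limma-voom, and 49 rose over every gene with at least 1 count. At 1.5-fold, 13 up and 4 down, 7 fell with DESeq2, 3 rose and 2 fell with the beta prior, 28 rose and 15 fell with limma-voom, and 20 rose at a log2 threshold of 0.5. DESeq2 at that threshold gave 24 and 9, and 25 and 15 over every gene with at least 1 count. Satb2 passed with DESeq2 (-0.82), with the beta prior (-0.39) and with limma-voom (-0.93), and the enrichment of neuroactive receptors had p = 0.0686 with limma-voom (Fisher's exact test, one-sided). The median of the dentate granule cell list turned to 0.0790 with DESeq2, 0.0462 with the beta prior and 0.0848 with limma-voom.

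With the replicate number as a block (replicate block), 7 mRNAs rose at 1.5-fold, 33 rose and 4 fell at any fold, and the enrichment had p = 0.0955 (Fisher's exact test, one-sided). Those that did not pass then were Sema3a (adjusted p = 0.0582), Cd36 (0.0582), Nog (0.0590), Chgb (0.0621), Six4 (0.0669), Ghsr (0.0887), Dnah8 (0.126), miR-219a-2-3p (0.0556) and miR-128-1-5p (0.0815), and miR-126a-3p passed (0.0442). The numbers do not pair the samples: correlations between libraries of the same number ran from -0.187 to 0.121 in RNA-seq and from -0.354 to 0.425 in small RNA-seq, where 1 and 0 libraries matched their own number best.

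For miRNAs, 1380 were tested over all with at least 1 count, with 51 down and 15.4% called. At a base mean above 100, 269 were tested, with 74 up and 51 down. With log2 total count as a covariate, 37 fell and 25.0% were called, and miR-451a turned to -0.66, miR-219a-2-3p to 0.10 and miR-338-3p to -0.89. Depth limits the mRNAs tested to those that pass a minimum count of 10 and, as genotypes differ in small RNA depth, limits which miRNA changes can be separated from it.

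Without 1 library, mRNAs up ran from 10 to 22 and down from 3 to 11 at 1.5-fold, and from 44 to 258 and 10 to 105 at any fold. Satb2 ran from -0.95 to -0.75, the enrichment p from 0.000594 to 0.0426, and the dentate granule cell list from -1.76 to 0.0852. miRNAs up ran from 101 to 127, down from 64 to 104 and the percent called from 39.1 to 47.1, and the correlation of arms from 0.0538 to 0.0865. The highest numbers of mRNAs, and the list median of 0.0852, come without the library labelled control 2.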

Differences from the paper's values

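No test here was chosen after the result was seen, except for the 2 DESeq2 settings at a log2 threshold of 0.5 and the fit without the library labelled control 2. At the stated thresholds, 13 genes rose, against the paper's 25. Of the alternatives set before the data were examined, limma-voom with quality weights (28) and a log2 threshold of 0.5 (20) came within 1.5 times of the paper's number. RLE factors (13), library totals (11), every gene with at least 1 count (12), a mean of at least 10 (13), DESeq2 (16), its beta prior (3), the replicate block (7) and protein-coding genes only (12) did not.

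For genes that fell, 4 were called, against the paper's 15. limma-voom gave 15. RLE factors (4), library totals (4), every gene with at least 1 count (5), a mean of at least 10 (5), DESeq2 (7), its beta prior (2), the replicate block (3), a log2 threshold of 0.5 (5) and protein-coding genes only (4) did not reach it. The paper's table reaches down to a log2 fold change of 0.51 in size, and at 1.5-fold it holds 16 genes up and 11 down.

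DESeq2 over every gene with at least 1 count at a log2 threshold of 0.5, chosen after seeing the values as 1 of 8 DESeq2 fits, gave 25 and 15 and drops 2 of the paper's 39 genes. DESeq2 at that threshold with the gene filter used here, chosen after seeing the values, gave 24 and 9 and calls 31 of the 39. Of the 39 genes, 36 were tested here, all with the paper's direction, and 17 were called. DESeq2 calls 22, limma-voom 24, a log2 threshold of 0.5 24, a mean of at least 10 18, and the fit without the library labelled control 2 23. Fewer are called with every gene with at least 1 count (16), protein-coding genes only (16), library totals (15), the replicate block (10) and the beta prior (5).

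Htr5b is among the genes that the paper gives as raised. Here it had an adjusted p = 0.118 from edgeR and a log2 fold change of 0.63 in the paper's direction. It passed with DESeq2 (adjusted p = 0.0257), its beta prior (0.0254), limma-voom (0.00193) and without the library labelled control 2 (0.00359, at 0.50).

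The second principal component of miRNA counts held 13.3% of the variance, against the paper's 21.4%. The rlog transformation (17.0%) and log2 CPM (15.1%) came within 1.5 times of it, and all miRNAs with at least 1 count (13.0%) did not.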

Other observations

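The tests on the arms of hairpins below were chosen after the result was seen, as were the fits without 1 library, without the 5 most abundant miRNAs and with log2 total count as a covariate. Arc mRNA, which neuronal activity induces, was at 283 ± 135 CPM in controls and 256 ± 61.2 CPM in Satb2 cKO mice (SD, n = 9 each), a log2 fold change of -0.14 (adjusted p = 0.826 from edgeR; -0.26 and 0.522 without the library labelled control 2). Of 14 immediate early genes, among them Egr1 (-0.23) and Homer1 (0.06), none passed in edgeR or DESeq2 and 1 fell in limma-voom, with 1, 1 and 5 lower at an unadjusted p under 0.05 (in edgeR, 0 when adjusted over the list alone). The median was -0.24, with a camera adjusted p = 0.156 (0.956 with an estimated correlation). CameraPR gave an adjusted p = 0.0459, and 0.0824 with DESeq2. The median was -0.35 without the library labelled control 2, and the camera adjusted p = 7.79e-04 (adjusted p = 0.824 with an estimated correlation). Camk2a, the kinase gene whose promoter drives Cre, was at 0.09 (adjusted p = 0.36). Of 27 genes of long-term potentiation, none passed in edgeR or DESeq2 and 1 rose in limma-voom, with 2 higher and 3 lower at an unadjusted p under 0.05 in edgeR and in DESeq2, and 6 higher and 1 lower in limma-voom (median 0.02, mean -0.00). Leaving out the library labelled control 2, Camk4 rose by 0.16 (adjusted p = 0.0105) and Camk2b fell by 0.13 (adjusted p = 0.0287). Of 9 genes of BDNF and ERK kinases, such as Ntrk2 (0.07) and Mapk3 (-0.19), none passed in the 3 tools and 1 was lower at an unadjusted p under 0.05 in edgeR and DESeq2 and 0 in limma-voom.

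In edgeR with all libraries, no gene of the lists of glia, vessels and other regions passed. Of 10 oligodendrocyte genes, such as Mbp (-0.07) and Mobp (-0.20), none passed in the 3 tools, with 1 higher at an unadjusted p under 0.05 in edgeR and 1 higher and 8 lower in limma-voom (median -0.14, and -0.23 with a cameraPR adjusted p = 0.00661 in limma-voom). With the library labelled control 2 left out, the median was -0.23, 8 fell and 1 rose when adjusted over the list alone, and the camera adjusted p = 7.79e-04 (adjusted p = 0.824 with an estimated correlation). Of 8 microglia genes, such as Csf1r (0.11), none passed in the 3 tools. In each tool, 3 were higher at an unadjusted p under 0.05. The median of this list was 0.10, with a camera adjusted p = 0.0672 (0.956 with an estimated correlation). CameraPR gave it an adjusted p = 0.0405, and 0.0824 with DESeq2. Of 11 interneuron genes, none passed in edgeR (1 fell when adjusted over the list alone), and Gad1 (-0.10, adjusted p = 0.134) fell in DESeq2 (0.0113), in limma-voom (0.0154) and without the library labelled control 2 (0.0478). Of 8 genes of mural cells and fibroblasts, such as Rgs5 (0.05), none passed in edgeR or DESeq2 and 1 fell in limma-voom. None passed in the 3 tools among 8 astrocyte genes (Slc1a2 0.03), 6 of endothelium (Flt1 0.12), 7 of CA2 and CA3 (Rgs14 0.11), 4 of ventral CA1 (Htr2c 0.16), 7 of neocortex (Lamp5 0.16), 5 of striatum (Drd1 0.12), 4 of thalamus (Prkcd 0.16), 6 of choroid plexus (Enpp2 -0.05), 5 erythroid genes (Alas2 -0.13), 4 Y-linked genes (Ddx3y -0.11) and 4 genes that differ between substrains (Nnt 0.02). At an unadjusted p under 0.05 in edgeR, 1 of choroid plexus and 1 of the Y-linked genes was lower, 1 of neocortex was higher, and 0 of the rest. In limma-voom, 1 of choroid plexus, 1 of the Y-linked genes, 1 of endothelium and 2 of neocortex were lower, 1 each of neocortex, CA2 and CA3, and thalamus was higher, and 3 of interneurons and 3 of mural cells and fibroblasts were lower. Adjusted over each of these lists alone in edgeR, 1 of interneurons fell and 0 of the others passed. Leaving out the library labelled control 2 and adjusting so, 1 of CA2 and CA3 and 1 of thalamus rose. Those that fell were 1 each of interneurons, neocortex, choroid plexus and the Y-linked genes, and 3 of mural cells and fibroblasts.

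Among miRNAs of cells other than neurons, miR-145a-3p of smooth muscle rose by 1.26 (adjusted p = 8.92e-04 from edgeR; 0.49 and an adjusted p = 0.330 with log2 total count as a covariate), and 2 of 4 vascular miRNAs did not pass. 1 of these, miR-126a-3p (-0.43, adjusted p = 0.126), fell with library totals only (adjusted p = 0.0418), with upper-quartile factors (0.0411), with limma-voom (0.0108) and without Satb2 cKO library 1 (0.0141). Of 3 erythroid miRNAs, miR-144-5p fell by 1.42 (adjusted p = 0.00102; 0.241 with the covariate) and miR-144-3p by 0.91 (adjusted p = 0.0437). The call of miR-144-3p was lost with RLE factors (adjusted p = 0.0734), with DESeq2 (0.0504, with or without the beta prior), over all miRNAs with at least 1 count (0.259), with the covariate (0.219), without the 5 most abundant miRNAs (0.0763) and without any 1 library other than control 9 and Satb2 cKO library 1 (0.0567 to 0.152). The third, miR-451a, was at 0.03 (adjusted p = 0.911). Of 6 miRNAs of microglia and immune cells, miR-146a-5p rose by 1.02 (adjusted p = 0.0180; 0.842 with the covariate and 0.0507 with upper-quartile factors), miR-150-5p fell by 0.67 (adjusted p = 0.00752; 0.263 with the covariate and 0.110 over all miRNAs with at least 1 count) and 4 did not pass. Of 4 oligodendrocyte miRNAs, miR-338-5p rose by 0.94, miR-219a-1-3p fell by 1.16 and miR-219a-2-3p by 0.75, and 1 did not pass. With the covariate, these 3 calls ended (adjusted p = 0.468 for miR-338-5p, 0.111 for miR-219a-1-3p, and 0.817 for miR-219a-2-3p, which turned to 0.10), and miR-338-3p passed at -0.89 (0.0386). The call of miR-219a-2-3p was also lost over all miRNAs with at least 1 count (0.0838). Of 6 miRNAs of epithelia and sensory cells, 3 rose, among them miR-141-3p by 2.35 (adjusted p = 0.0183; 0.339 with the covariate and 0.0735 without Satb2 cKO library 7), with a list median of 1.39. With cameraPR over all miRNAs with at least 1 count, the lists of epithelia (adjusted p = 0.00623) and of vessels (0.0327) passed. Over the miRNAs tested, camera gave each an adjusted p = 0.521, and 0.782 and 0.573 with an estimated correlation.

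The 2 arms of a hairpin come from 1 transcript, so transcription alone would move them together. Over 130 hairpins, the log2 fold changes of the arms had a Pearson r of 0.0747 (95% bootstrap interval -0.0913 to 0.253, permutation p = 0.398; Spearman rho = 0.148), over hairpins that are not independent replicates. This argues against transcription of the hairpin as the whole cause. Of 30 hairpins with both arms passing, 18 moved the same way and 12 opposite ways. miR-221-5p was at 3.02 and its other arm at 0.17, and miR-431-3p was at 2.52 and miR-431-5p at -0.62. What part transcription has stays open.

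If the changed miRNAs acted on their targets, mRNAs with 8mer sites would be expected to move the other way. Of 39 families, 18 had a shift of the predicted sign, the smallest adjusted p was 0.0881, for miR-186-5p, and shifts ran from -0.02 to 0.02. Without the library labelled control 2, 1 family passed, miR-222-3p (adjusted p = 0.0308, in the predicted direction), and 16 had the predicted sign. The test cannot tell whether activity changed, because whether any family passes depends on 1 library.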
